# Cigarette smoke preparations, not moist snuff, impair expression of genes involved in immune signaling and cytolytic functions

**DOI:** 10.1038/s41598-019-48822-w

**Published:** 2019-09-16

**Authors:** Gang Liu, Subhashini Arimilli, Evan Savage, G. L. Prasad

**Keywords:** Immunosurveillance, Gene regulation in immune cells

## Abstract

Cigarette smoke-induced chronic inflammation is associated with compromised immune responses. To understand how tobacco products impact immune responses, we assessed transcriptomic profiles in peripheral blood mononuclear cells (PBMCs) pretreated with Whole Smoke-Conditioned Medium (WS-CM) or Smokeless Tobacco Extracts (STE), and stimulated with lipopolysaccharide, phorbol myristate and ionomycin (agonists). Gene expression profiles from PBMCs treated with low equi-nicotine units (0.3 μg/mL) of WS-CM and one high dose of STE (100 μg/mL) were similar to those from untreated controls. Cells treated with medium and high doses of WS-CM (1.0 and 3.0 μg/mL) exhibited significantly different gene expression profiles compared to the low WS-CM dose and STE. Pre-treatment with higher doses of WS-CM inhibited the expression of several pro-inflammatory genes (IFNγ, TNFα, and IL-2), while CSF1-R and IL17RA were upregulated. Pre-treatment with high doses of WS-CM abolished agonist-stimulated secretion of IFNγ, TNF and IL-2 proteins. Pathway analyses revealed that higher doses of WS-CM inhibited NF-ĸB signaling, immune cell differentiation and inflammatory responses, and increased apoptotic pathways. Our results show that pre-treatment of PBMCs with higher doses of WS-CM inhibits immune activation and effector cytokine expression and secretion, resulting in a reduced immune response, whereas STE exerted minimal effects.

## Introduction

Chronic cigarette smoking increases risk for the development of cardiovascular disease, stroke, chronic obstructive pulmonary disease (COPD) and cancer^1–4^. The pro-inflammatory milieu induced by smoking is a significant contributor to many of these diseases^5^. In addition, smoking-induced oxidative stress and chronic inflammation alter innate and adaptive immune responses^6^. For example, increases in circulating white blood cell numbers as well as infiltration and activation of macrophages and neutrophils in the pulmonary environment are widely reported in smokers^7,8^. Importantly, humoral and cell-mediated immune responses are also altered with lymphocyte composition and polarization favoring allergic sensitization, and cytolytic and pro-inflammatory functions^9^. Thus, chronic cigarette smoking induces immune dysfunction resulting in immunosuppression, which increases the risk of bacterial and viral respiratory infections and cancer^1,3,10^.

Smokeless tobacco products are a diverse category of oral tobacco products, which include snus and moist snuff. With the acknowledgement of the existence of a risk continuum across different nicotine and tobacco products, non-combustible tobacco products such as moist snuff, are recognized as significantly less harmful than cigarette smoking^11^. The Center for Tobacco Products/U.S. Food and Drug Administration regulates tobacco products through science-based evaluations of their health effects. Hence, the development of a set of functional assays that reflect the diverse pathophysiological effects of cigarette smoking would be useful for rapid evaluation of the comparative effects of different categories of tobacco products.

Cigarette smoking markedly induces inflammation and alters immune signaling pathways^12^. While a substantial body of knowledge has accumulated on the mechanisms underlying smoking-induced chronic inflammation, emerging data suggest that the use of smokeless tobacco products is not associated with such chronic inflammation and altered immune responses. For example, gene expression profiles of peripheral blood mononuclear cells (PBMCs) from non-tobacco consumers were distinct from smokers, but were similar to those of moist snuff consumers^13^. These data suggest that in contrast to moist snuff consumers, smokers experience extensive alterations in inflammation-related pathways.

The oxidative stress-driven pro-inflammatory conditions induced by exposure to combustible tobacco preparations are suggested to be causal in dysregulated inflammation and immune signaling^14^. We and others have utilized PBMCs as an *ex vivo* model test system to assess how different tobacco products may alter the inflammatory status in consumers^14–17^. These studies have shown that combustible, but not non-combusted tobacco product preparations (TPPs) like smokeless tobacco, markedly suppress Toll Like Receptor (TLR) agonist-stimulated cytokine secretion and cytolytic functions of effector cells^14^. The nuclear factor kappa-light-chain-enhancer of activated B cells (NF-ĸB) signaling pathway plays a key role in regulating inflammation and immune responses^18,19^.

To better understand differences induced in PBMCs treated with different TPPs, transcriptomic methods have been utilized. For example, treatment of PBMCs with cigarette smoke condensate resulted in modulation of several genes including SERPINB2, a gene that is activated in response to cell stress^20^. Recently, we showed that treatment of PBMCs with aqueous extracts of cigarette smoke, termed Whole-Smoke Conditioned Medium (WS-CM), induced extensive gene expression differences in a dose-dependent manner^21^. While the treatment with smokeless tobacco extracts (STE) also resulted in notable alterations in gene expression profiles, they were distinct from those induced by WS-CM. In addition, these results demonstrated a down-regulation of many immune modulators following WS-CM treatment.

To gain an understanding of how exposure to tobacco products could impact the responsiveness of immune cells to external challenges, we examined gene expression profiles of TPP-treated PBMCs stimulated with immune activators. Specifically, we performed transcriptional analysis of PBMCs treated with various concentrations of WS-CM or STE followed by stimulation with lipopolysaccharide (LPS), a TLR-4 agonist, in combination with phorbol myristate (PMA)/ionomycin. Our work shows that treatment with cigarette smoke preparations attenuates the ability of PBMCs to respond to immune activation, reducing immune signaling components and effector cytokine secretion. These results contribute to the mechanistic understanding of the increased susceptibility of smokers to microbial infections and cancer. Further, some of the gene expression differences could be further developed into mechanism-based rapid assays that may inform of some aspects of the long-term health effects of tobacco usage.

## Results

### WS-CM pre-treatment affects gene expression in response to immune stimulation

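PBMCs are the lymphocytes and monocytes of blood. Cells from 4 healthy donors were pre-treated for 3 h with medium (control), with WS-CM, a culture medium through which cigarette smoke had been passed, or with STE, an extract of moist snuff. They were then stimulated for 5 h with PMA, which activates protein kinase C, with the calcium ionophore ionomycin, and with LPS, which activates TLR4. RNA was hybridized to 19 Affymetrix HTA 2.0 arrays, namely 4 control, 4 low dose WS-CM, 4 medium dose WS-CM (1.0 µg/mL equi-nicotine units), 3 high dose WS-CM (3.0 µg/mL) and 4 STE arrays (100 µg/mL). The low dose is 0.3 µg/mL in the paper's Methods and in the sample labels, and 0.1 µg/mL in the legend of Fig. 1. The paper gives the arrays of a treatment as individual donors, and the labels do not say which arrays of different treatments share a donor, so the tests are not paired. Arrays whose numbers lie in the same set of 5 (21 to 25, 26 to 30, 31 to 35 or 36 to 40) deviate together from the means of their treatments, with Pearson's r over 0.1 in 35 of 36 pairs of arrays of a set and in 5 of 108 other pairs. The sets may be the 4 donors, which neither the paper nor the labels state, and the unpaired tests would then ignore a pairing. A fit with these sets as a block, chosen after the values were seen, is given where it changes a call or moves a count by over 1.5 times. Arrays of unstimulated cells and of cells given the STE buffer alone are not analysed here, so each value compares stimulated cells with stimulated cells. A difference of STE from control, which got medium, or from WS-CM cannot be told apart from an effect of that buffer.

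The authors' deposited values are log2 expression levels per probe set, normalized by RMA, and were used without further normalization. After 2995 control features were left out, 67528 probe sets were tested. Of these, 23781 name 1 gene in the platform annotation, 1543 name several and 42204 name none. The median log2 value per array was 4.60 to 4.72 in control, 4.71 to 4.82 in low, 4.78 to 4.87 in medium, 4.74 to 4.89 in high dose WS-CM and 4.66 to 4.73 in STE. Pearson's r between 2 arrays of one treatment, across probe sets, was 0.978 to 0.991. Values reach 19.93, and 742 probe sets exceed 16 on at least 1 array, which is the most a 16-bit scanner gives on a log2 scale. How such values arose is not given in the sources used here, so differences between levels that high carry an unknown scale. The limit may reach below 16 too. On the log2 scale, 6 fold changes in the paper's text are 0.497 to 0.571 times those here. Among them are CD14, IRAK2 and FOS, which stay below 16 on each array. Values read from the paper's Fig. 3A have a median ratio of 0.997 to those here. Log2 fold changes and counts beyond a fold threshold therefore hold on the deposited scale. Each treatment was compared with control by limma's moderated test with Benjamini-Hochberg adjustment over all probe sets, and a gene is said to rise or fall at an adjusted p under 0.01. Of 36 gene lists fixed in advance, 35 had measured genes and were tested with limma's camera at a preset correlation of 0.01 between genes, with 1 probe set per gene, and were called at an adjusted p under 0.05 over the 35. Where a list's call does not hold with a correlation estimated from the arrays, that p is given too, and with the block and an estimated correlation together no list was called in any comparison (1 to 7 at an unadjusted p under 0.05). At the preset correlation, other splits of the same arrays called as many lists as the real one in each comparison with control. Some genes are in several lists, so list calls are not independent of each other. The number of arrays limits the precision of every value.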

To examine if pre-treatment of PBMCs with STE or different doses of WS-CM alter global gene expression patterns in response to the agonist stimulation, we performed principal component analysis (PCA) on the expression levels for all probe sets on the microarray (Fig. 1). A plot of the samples based on the top three principal components showed that all samples within a treatment group clustered tightly, while their overall gene expression pattern was distinct from the other treatments. Moreover, the control samples, STE pre-treated samples and low dose WS-CM pre-treated samples were clustered closer to each other than to the medium or high dose WS-CM pre-treated samples (Fig. 1). These results show that while the treatments resulted in distinct gene expression profiles, the gene expression changes produced by STE and low dose WS-CM were more similar to control samples than to samples treated with medium or high dose WS-CM.

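The arrays lay along a first component that held 55.0% of the variance. On it, the control arrays scored -83.2 ± 7.40 (SD, n = 4) and the STE arrays -80.8 ± 4.76 (SD, n = 4), both in log2 units. Low dose WS-CM arrays lay between -52.2 and -34.7, above every control array. The medium dose arrays scored 102.3 ± 12.5 (SD, n = 4) and the high dose arrays 143.4 ± 15.7 (SD, n = 3). The second component (11.8% of the variance) placed the medium dose at a mean of 65.1 and the high dose at -74.0. Within treatments the arrays were spread most along the third component (5.96%), where the control arrays reached from -55.8 to 27.4 and the low dose arrays from -23.9 to 56.5. Over all probe sets, 13 of the 19 arrays had an array of their own treatment as their nearest neighbour, namely each of the 4 medium and 3 high dose arrays, 3 control arrays, 3 STE arrays and 0 low dose arrays.

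**Figure D1:**
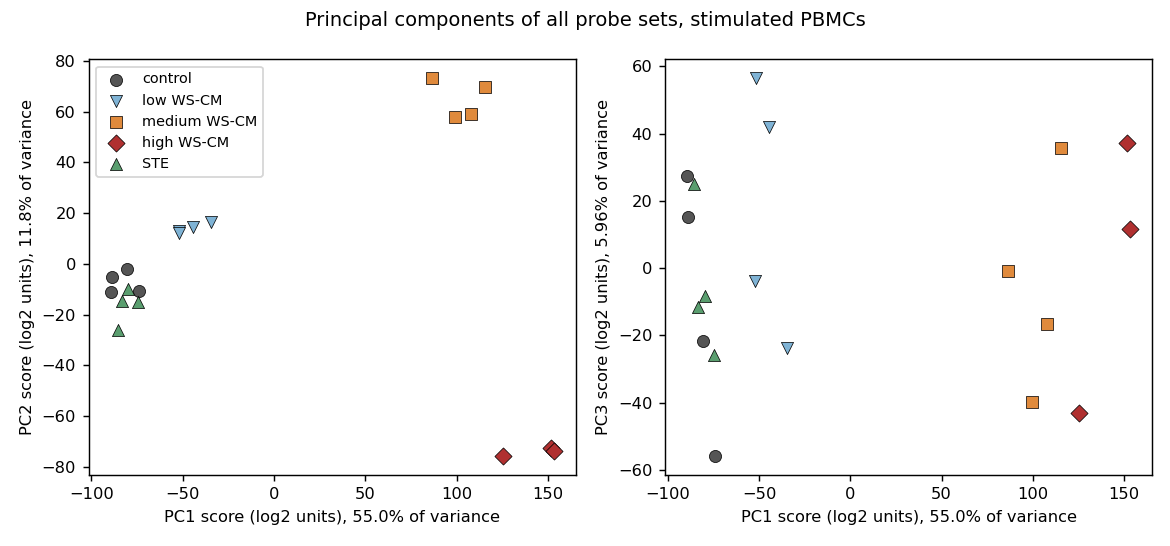
Scores of the 19 arrays on the first 3 principal components of all probe sets, in log2 units, with PC1 on both horizontal axes and PC2 (left) or PC3 (right) on the vertical axes. Each point is 1 array, and color and symbol give the pre-treatment. Medium and high dose WS-CM arrays lie at PC1 scores from 86.4 to 153.4, and the other arrays from -89.3 to -34.7.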

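Over all 67528 probe sets, STE arrays lay 96.4 ± 9.84 log2 units (Euclidean distance, SD, n = 4) from the mean of the control arrays and low dose WS-CM arrays 102.5 ± 2.16 (SD, n = 4). Control arrays themselves lay 63.2 ± 9.28 (SD, n = 4) from that mean. Each of them is part of the mean, which makes their distance smaller, so it is no baseline for the treatments. Pairs of control arrays lay 103.3 apart on average, against 115.2 for control with STE and 120.0 for control with the low dose. The distance to the control mean was 212.5 ± 11.2 (SD, n = 4) with the medium dose and 248.6 ± 14.0 (SD, n = 3) with the high dose. The medium dose arrays were farther from control than the low dose arrays by 110.0 and than the STE arrays by 116.1. For the high dose these differences were 146.1 and 152.1, and the high dose arrays lay 36.0 beyond the medium dose arrays. Each of these 5 differences has p = 0.0286 in a two-sided exact permutation test, the smallest that these numbers of arrays allow (0.0286 after Benjamini-Hochberg adjustment). Distances between a treatment and control exceeded distances within them by 13.0 for the low dose, 14.0 for STE, 117.9 for the medium and 147.8 for the high dose (exact permutation test, p = 0.0286 each). In the first 3 principal components the excess was 16.4 for the low dose (exact permutation test, p = 0.0571) and -2.88 for STE (p = 0.6), and with unit variance per probe set it was 12.0 for STE (p = 0.0571). The low dose without control replicate 31 and STE without control replicate 36 also have p = 0.0571 in the exact permutation test. These tests take all splits of the arrays, although arrays of a set of consecutive numbers deviate together. Over the splits that part each set, chosen after the values were seen, each of the 9 values has p = 0.125 in an exact permutation test, the smallest that these splits allow, so they cannot give a p under 0.05.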

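IL2RA, the interleukin-2 receptor alpha chain that activated T cells express, was lower by 7.60 log2 units with the medium dose than with the low dose (SE 0.26, adjusted p = 3.79e-06 from limma) and was lower by 8.91 than with STE (SE 0.22, adjusted p = 3.99e-07). FCN1, a lectin of monocytes, was higher with the medium dose by 4.39 than with the low dose (SE 0.26, adjusted p = 2.21e-05) and by 4.21 than with STE (SE 0.24, adjusted p = 7.52e-06). Tested directly, 6576 probe sets differed between the medium and low doses, 4070 of them higher with the medium dose. Medium dose WS-CM and STE differed in 11031 probe sets (6396 higher with WS-CM), and high dose WS-CM and STE in 10123 (5590 higher). Between low dose WS-CM and STE, 182 probe sets differed, 53 higher with WS-CM and 129 lower. Among the genes of that comparison, CD300E, an activating receptor of monocytes, was higher with the low dose by 3.23 (SE 0.14, adjusted p = 3.84e-04). IL21, a cytokine of helper T cells, was lower by 4.75 (SE 0.28, adjusted p = 0.00175), a call that is lost without STE replicate 35. The count of 182 falls to between 1 and 30 when single arrays are left out. With the block limma called 0 (13608 at an unadjusted p under 0.05), with adjusted p = 0.0101 for CD300E and IL21, and 5880 between high dose WS-CM and STE. With arrays centred on housekeeping genes, 73.2% of the calls between medium and low dose are higher, against 61.9% as deposited and 52.0% after a second quantile normalization. In the same order, the shares are 88.3%, 58.0% and 49.0% between medium dose and STE. They are 62.1%, 55.2% and 49.7% between high dose and STE, and 73.7%, 29.1% and 43.4% between low dose and STE.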

**Figure 1:**
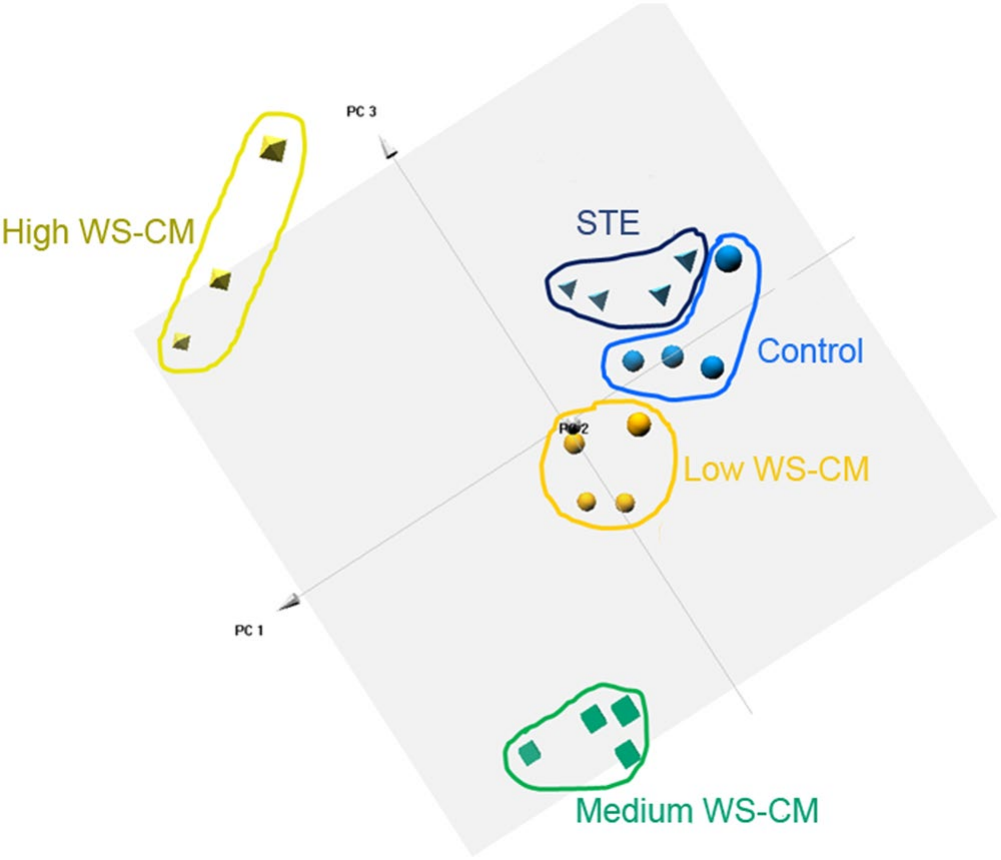
PCA of global gene expression in PBMCs stimulated with PMA, LPS, and ionomycin under equi-nicotine conditions. Human PBMCs were pre-treated with low, medium or high dose WS-CM (0.1, 1.0, and 3.0 µg/mL equi-nicotine units, respectively) or STE (100 µg/mL equi-nicotine units) for three hours followed by stimulation with the agonists (PMA [50 ng/mL], ionomycin [500 ng/mL], and LPS [1 μg/mL]) for five hours. PCA was carried out using R. Gene expression level of all probe sets was dimensionally-reduced and the first top three principal components were presented. While the samples pretreated with high- and medium- WS-CM are distinct and far separated from the control, those pretreated with low WS-CM and STE are more similar and clustered closer to the control samples.

To compare the effects of STE and WS-CM pre-treatment on the  stimulation-induced gene expression, we performed pairwise analysis of variance (ANOVA) with Benjamini-Hochberg false discovery rate (FDR) adjustment (adjusted p-value < 0.01) for each treatment group compared to untreated controls. We found that pre-treatment with STE and low dose WS-CM did not significantly affect the transcript levels of any genes that were induced by stimulation (Table 1). In contrast, pre-treatment with medium and high dose WS-CM significantly altered the expression of 4808 and 4439 stimulation-induced probesets, respectively (Table 1) Probesets exhibiting differential expression of log2 fold change (FC) >1 and the adjusted p value < 0.01 with medium and high doses of WS-CM are listed in Supplementary Tables S1 and S2, respectively.

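With low dose WS-CM, HMOX1, which encodes the heme-degrading enzyme heme oxygenase 1, rose by 5.64 log2 units (SE 0.39, adjusted p = 0.00423 from limma). GCLM, a subunit of the first enzyme of glutathione synthesis, rose by 2.39 (SE 0.14, adjusted p = 0.00344) and CYP1B1, a monooxygenase induced through the aryl hydrocarbon receptor, by 4.26 (SE 0.30, adjusted p = 0.00423). BATF3, a transcription factor of T cells and dendritic cells, fell by 2.98 (SE 0.22, adjusted p = 0.00465). With STE, DCSTAMP, a membrane protein of cell fusion in the myeloid lineage, fell by 5.55 (SE 0.33, adjusted p = 0.00219), CD300E fell by 3.29 (SE 0.18, adjusted p = 0.00202) and the integrin gene ITGAX fell by 2.71 (SE 0.17, adjusted p = 0.00254). HSPA2, a chaperone of the HSP70 family, rose by 2.19 with STE (SE 0.18, adjusted p = 0.00666).

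Of 26 measured NRF2 target genes, which serve antioxidant defense, 3 rose and none fell with the low dose (13 rose adjusted over the list alone), and 24 had a higher mean (median 0.83, camera adjusted p = 1.06e-11, adjusted p = 0.0774 with an estimated correlation). Of 7 measured aryl hydrocarbon receptor target genes, 2 rose with the low dose (4 adjusted over the list alone, median 0.27, camera adjusted p = 3.23e-06). With STE, 1 NRF2 target rose adjusted over the list alone and none over all probe sets (median 0.21, camera adjusted p = 0.0416, adjusted p = 0.67 with an estimated correlation). The aryl hydrocarbon receptor list had a median of 0.17 with STE and 3 genes higher adjusted over the list alone (camera adjusted p = 0.0015, adjusted p = 0.146 with an estimated correlation).

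In all, limma called 17 probe sets with the low dose (9 up, 8 down) and 21 with STE (5 up, 16 down), beside 9059 and 7255 at an unadjusted p under 0.05. The methods' pairwise test without moderated variances called 1 and 0, and one fit of all 5 groups 165 and 169. With the block 22 were called with the low dose (5 up, 17 down, 9 of them among the 17) and 35 with STE (5 up, 30 down, 10 of them among the 21), and GCLM with the low dose was not (adjusted p = 0.0115). When 1 array was left out, between 1 and 2 probe sets were called with the low dose. With STE the count was 0 without control replicates 21 or 31 or STE replicates 30 or 35, 1 without control replicate 26 or STE replicate 40, 10 without control replicate 36, and 20 without STE replicate 25, of which 7 were among the 21. Single omissions brought the adjusted p of HMOX1, GCLM, CYP1B1 and BATF3 to at most 0.0288 and those of the 4 genes named for STE to at most 0.0382. With arrays centred on housekeeping genes, 66.7% of the low dose calls were increases, against 52.9% as deposited.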

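TNFRSF9, a costimulatory receptor of activated T cells, fell by 9.19 log2 units with the medium dose (SE 0.44, adjusted p = 8.68e-06 from limma) and fell by 10.82 with the high dose (SE 0.18, adjusted p = 3.44e-07), where it lay below the median of all probe sets on 2 of 3 arrays, so background limits how large a fall can be measured. IL2RA fell (-9.49 and -10.53, adjusted p = 7.14e-07 and 1.96e-07). CXCL10, a chemokine induced by interferons, fell (-9.88 and -8.73, adjusted p = 5.60e-05 and 4.65e-04). With the high dose, the chemokine gene CCL4 fell by 11.97 (SE 0.46, adjusted p = 7.55e-06) and the chemokine gene XCL1 fell by 11.45 (SE 0.25, adjusted p = 1.38e-06).

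Among the increases, HMOX1 rose by 6.58 with the medium dose (SE 0.39, adjusted p = 1.63e-05). S100A9, a calcium-binding protein abundant in monocytes, rose by 5.72 with the medium dose (SE 0.25, adjusted p = 5.54e-06) and 7.44 with the high dose (SE 0.20, adjusted p = 2.38e-06). PLK2, a stress-responsive kinase, rose by 5.36 and 5.91 (adjusted p = 1.52e-05 and 1.15e-05).

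The medium dose changed 10562 probe sets (6374 up, 4188 down) and the high dose 9612 (5523 up, 4089 down). Beyond a 2-fold change, 3698 rose and 2874 fell with the medium dose, and 3757 rose and 3286 fell with the high dose. Beyond a 5-fold change, these were 719 and 849, and 902 and 1220. The called probe sets that name a single gene stand for 5029 genes with the medium and 4768 with the high dose, and 4809 and 4205 called probe sets name none. The methods' pairwise test without moderated variances called 6718 and 4123. The share of increases was 60.3% with the medium dose, 87.8% of 26311 calls with arrays centred on housekeeping genes (which shifts the median of all probe sets to 0.37) and 50.1% after a second quantile normalization. For the high dose it was 57.5%, 61.0% and 51.2%.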

**Table 1:** Summary of Differential Gene Expression.

Pair-wise Comparison	Total	>2FC up	>2FC down	>5FC up	>5FC down
Control vs STE	0	0	0	0	0
Control vs low WS-CM	0	0	0	0	0
Control vs medium WS-CM	4808	835	1358	74	186
Control vs high WS-CM	4439	904	1472	157	329

Significantly differentially expressed genes at different fold changes (FDR < 0.01).

Using the combination of all probesets for which expression levels were significantly altered (absolute log2 FC >1) by medium and high dose WS-CM (Supplementary Fig. S1), we performed hierarchical clustering (Fig. 2). Consistent with the PCA results above, the expression profile of low dose WS-CM samples was similar to the profiles of STE and media control samples. In contrast, the gene expression profiles of medium and high dose WS-CM were similar to one another and distinct from the low dose WS-CM, STE, and media control samples. 

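The arrays were clustered on the 9564 probe sets called in any treatment against control with a log2 fold change beyond 1 in either direction (Ward's method, Euclidean distance). They parted first into 12 and 7 arrays. The 7 were the 4 medium and 3 high dose WS-CM arrays and no other, and the 12 were the control, low dose WS-CM and STE arrays. Parted into 5 clusters, each of the 5 treatments formed a cluster of its own. With all probe sets in place of the called ones, 3 of the 5 treatments stayed whole in 5 clusters, and with probe sets called at an adjusted p under 0.05, 4 did.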

The medium and high doses of WS-CM, compared to the control, induced a large number (2913 and 2376, respectively) of differentially expressed genes (DEGs). 

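Of 10 measured genes of the metallothionein list, named for proteins that bind zinc and other metals, 7 fell and 1 rose with the medium dose (9 fell and 1 rose adjusted over the list alone, median -1.26), and 8 fell with the high dose (8 adjusted over the list alone, median -1.19). Camera gave adjusted p = 2.27e-05 and 6.05e-05 (adjusted p = 0.0883 and 0.0625 with an estimated correlation). MT2A fell by 5.49 log2 units with the medium dose (SE 0.24, adjusted p = 6.23e-06 from limma) and fell by 4.86 with the high dose (SE 0.12, adjusted p = 1.97e-06). The member that rose is the zinc exporter gene SLC30A1 (1.85, SE 0.23, adjusted p = 4.95e-04).

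Of 27 measured interferon-stimulated genes, 17 fell with the medium dose (21 adjusted over the list alone, median -3.21) and 11 with the high dose (20 adjusted over the list alone, median -3.32). The camera adjusted p was 5.92e-11 and 6.03e-11 (adjusted p = 0.273 and 0.323 with an estimated correlation). OAS2, an antiviral enzyme, fell by 6.48 with the medium dose (SE 0.50, adjusted p = 4.68e-05), and the guanylate-binding protein gene GBP1 fell by 5.82 with the high dose (SE 0.42, adjusted p = 9.30e-05). With low dose WS-CM and with STE no gene of the list was called over all probe sets, and 0 and 18 fell adjusted over the list alone (medians -1.70 and -2.54, camera adjusted p = 9.76e-11 and 6.21e-23, adjusted p = 0.34 and 0.146 with an estimated correlation).

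Of 24 genes of the unfolded protein and ATF4 response, 10 fell and 4 rose with the medium dose (13 and 4 adjusted over the list alone), and 11 fell and 2 rose with the high dose (17 and 2). PSAT1, an enzyme of serine synthesis, fell (-5.36 and -6.14, adjusted p = 1.71e-06 and 2.61e-06). DDIT3, a transcription factor induced by ATF4, rose by 4.21 with the medium dose (SE 0.24, adjusted p = 1.44e-05) and by 4.05 with the high dose (SE 0.43, adjusted p = 5.08e-04). The medians were -0.62 and -0.91 (camera adjusted p = 8.58e-04 and 5.80e-06, adjusted p = 0.0883 and 0.125 with an estimated correlation). Of 19 measured glycolysis genes, 8 fell and 2 rose with the medium dose and 6 fell and 2 rose with the high dose (medians -1.15 and -1.14, camera adjusted p = 0.0021 and 0.00108, adjusted p = 0.474 and 0.534 with an estimated correlation). ENO1, a glycolytic enolase, fell (-3.21 and -3.28, adjusted p = 1.77e-05 and 1.95e-05). Beyond a 2-fold change, 6572 probe sets differed from control with the medium dose and 7043 with the high dose.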

While a larger number of the DEGs were distinct between the treatments, several genes were common and concordantly regulated. 

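Of 19 measured heat shock genes, which encode protein chaperones, 13 rose and none fell with the medium dose (median 1.72, camera adjusted p = 3.59e-07, adjusted p = 0.318 with an estimated correlation). With the high dose, 1 rose and 5 fell (median -0.45, camera adjusted p = 0.0158, adjusted p = 0.594 with an estimated correlation), and this call is lost without high WS-CM replicate 34 (adjusted p = 0.0654). Compared directly, 17 of the 19 were lower with the high than with the medium dose (18 adjusted over the list alone, median -2.47, camera adjusted p = 1.25e-20, adjusted p = 0.306 with an estimated correlation). The small heat shock protein gene HSPB1 was lower by 4.85 (SE 0.31, adjusted p = 3.37e-04 from limma) and the HSP90 cochaperone gene FKBP4 was lower by 5.50 (SE 0.17, adjusted p = 5.64e-05).

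NRF2 target genes also differed between the doses. With the medium dose 6 of 26 rose and 2 fell, and with the high dose 2 rose and 6 fell, with medians of 0.30 and -0.01 and no call (camera adjusted p = 0.101 and 0.154, and 0.036 for the medium dose without medium WS-CM replicate 33). In the direct comparison 6 were lower and none higher with the high dose (7 lower and 1 higher adjusted over the list alone, median -0.47, camera adjusted p = 0.0011, adjusted p = 0.506 with an estimated correlation, and 0.0783 with arrays centred on housekeeping genes). GCLM was lower by 7.66 (SE 0.34, adjusted p = 1.34e-04), HMOX1 was lower by 4.93 (SE 0.34, adjusted p = 4.11e-04) and SLC7A11, the cystine transporter, was lower by 7.29 (SE 0.61, adjusted p = 6.81e-04). Against control, aryl hydrocarbon receptor targets were not called with either dose (camera adjusted p = 0.119 and 0.99), which does not show that the doses are alike in them.

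Beyond a 2-fold change, 1801 probe sets rose and 763 fell with the medium dose that were not called in the same direction with the high dose, and 1860 rose and 1175 fell with the high dose that were not called so with the medium dose. For 568, 174, 581 and 488 of these the doses also differed from each other by the same test. These counts include 46 probe sets that rose with the medium and fell with the high dose, and 1 that did the opposite. The direct test called 3017 probe sets between the doses, 1363 higher and 1654 lower with the high dose. Of these 45.2% were increases, against 20.5% with arrays centred on housekeeping genes, which shifts the median of all probe sets to -0.23. The methods' pairwise test without moderated variances called 212, one fit of all 5 groups 6244 and the fit with the block 1461. The count was 1457 and 1701 without medium WS-CM replicates 23 and 33, and 1822, 1405 and 1589 without high WS-CM replicates 24, 29 and 34.

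**Figure D2:**
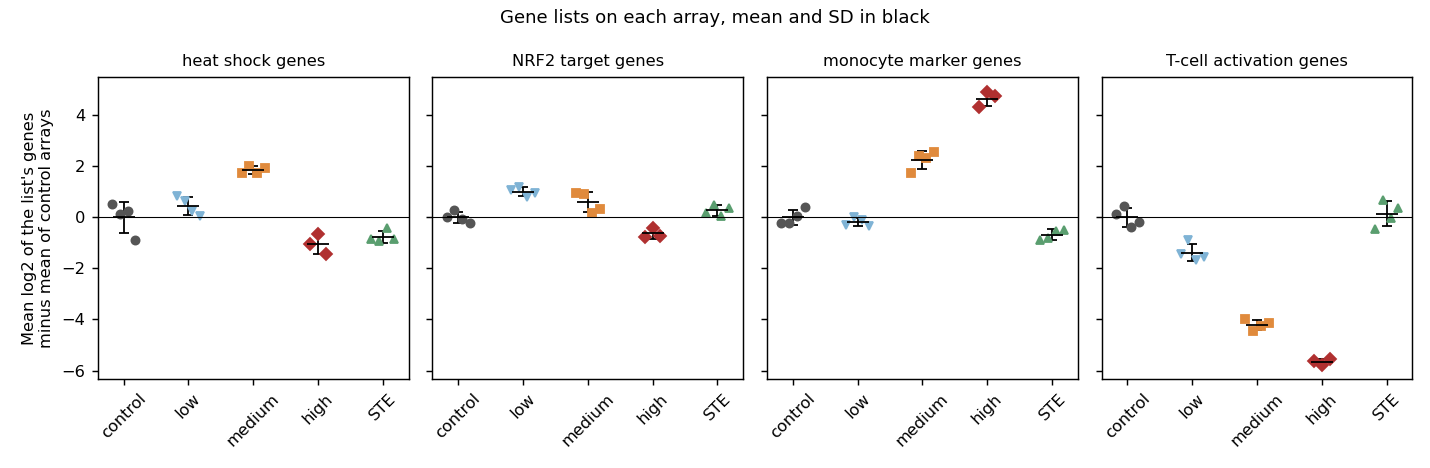
Mean log2 level of the measured genes of 4 lists on each array, minus the mean of the control arrays, by pre-treatment. Each point is 1 array, and black bars give the mean and SD. Heat shock genes lie at 1.71 to 2.02 on the medium dose arrays and at -1.42 to -0.67 on the high dose arrays, monocyte marker genes at 4.30 to 4.89 on the high dose arrays, and T-cell activation genes at -5.78 to -5.55.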

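LY86, a myeloid surface protein that associates with a TLR homolog, rose by 4.21 log2 units with the medium dose (SE 0.25, adjusted p = 1.77e-05 from limma) and by 6.98 with the high dose (SE 0.20, adjusted p = 2.58e-06). ID1, an inhibitor of differentiation, rose by 5.07 and 5.51 (adjusted p = 1.17e-04 and 3.24e-04). The chemokine gene CXCL9 fell by 9.64 with the medium dose (SE 0.53, adjusted p = 1.34e-05) and fell by 9.42 with the high dose (SE 0.61, adjusted p = 6.25e-05), and the cytokine gene IL22 fell by 9.09 with the high dose (adjusted p = 6.67e-05). CXCL9 lay below the median of all probe sets on 1 of the 4 medium dose arrays and IL22 on 1 of the 3 high dose arrays, so background limits how large a fall can be measured. In all, 1897 probe sets rose and 2111 fell with both doses beyond a 2-fold change. Independent lists of these sizes would share 205.7 and 139.9. In 100 simulations of unchanged treatments against the same controls limma called no probe set, so these give no shared number to set beside the observed ones. With the 4 control arrays parted into 2 pairs, 1 pair for each dose, the 6 assignments gave 589 to 844 shared increases and 958 to 1474 shared decreases. Across probe sets, which are not independent, the log2 fold changes of the doses had a Pearson's r of 0.790, which lies within the range of the simulations (-0.134 to 0.866, mean 0.453), and a covariance of 0.561 (-0.00559 to 0.0658 in the simulations, mean 0.0204). With the control arrays parted, r was 0.724 to 0.765 and the covariance 0.534 to 0.551.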

A total of 278 genes were commonly upregulated and 806 genes were commonly downregulated between the two treatments (Supplementary Fig. S1).

**Figure 2:**
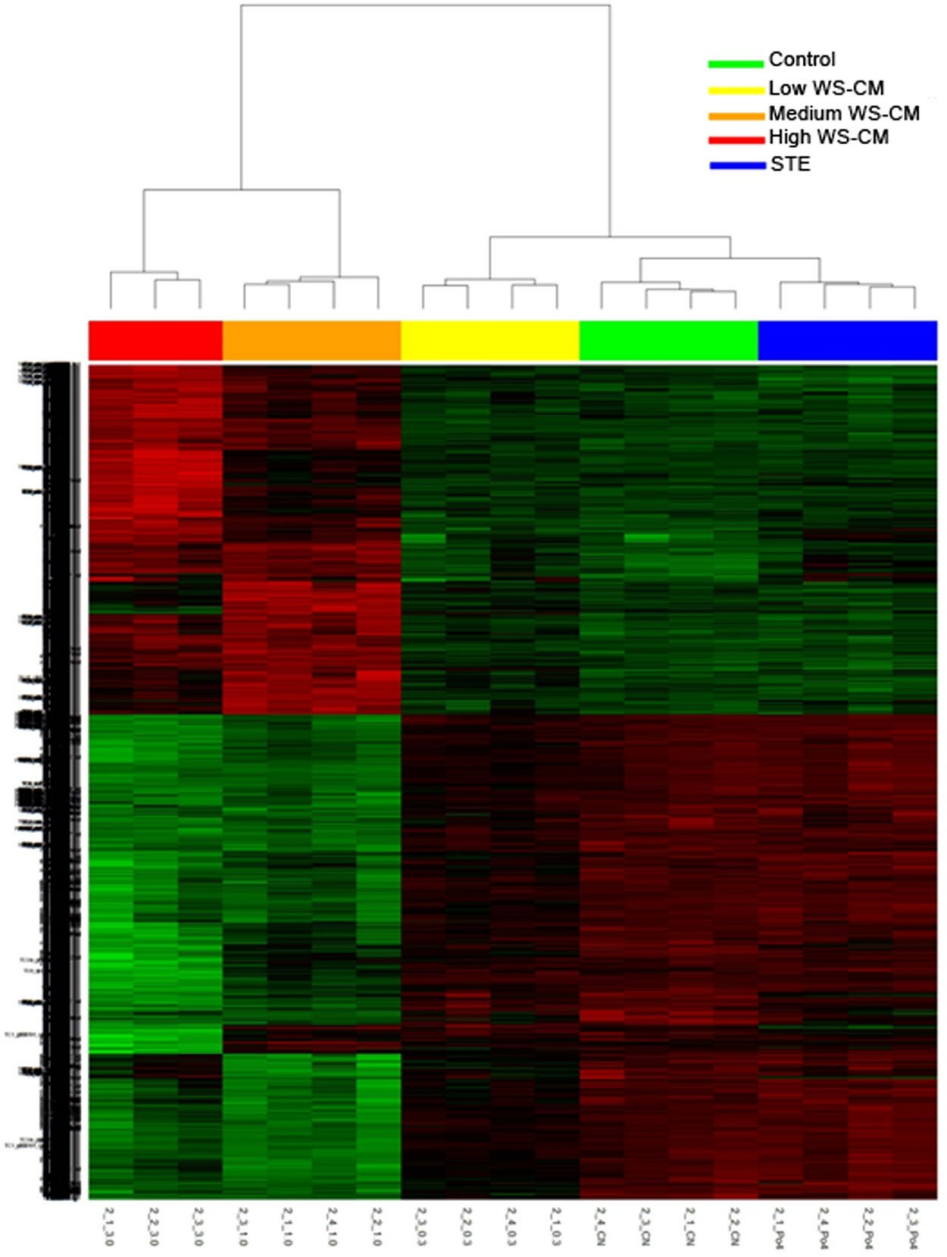
Hierarchical clustering of differentially expressed genes (DEGs) in stimulated PBMCs pretreated with WS-CM or STE. DEGs (<2-fold change in down-regulated or >2-fold change in up-regulated genes; *P* < 0.05) were identified by analyzing the CEL files in R.

To validate the expression changes observed by microarray analysis, we performed quantitative RT-PCR on a subset of 10 cytokine and cytokine receptor genes (macrophage colony-stimulating factor 1 [*CSF*-*1*], *CSF*-*1R*, interferon gamma [*IFN*-*γ*], interleukin [*IL*]-*10*, *IL*-*17A*, *IL*-*17RA*, *IL*-*2*, *IL*-*4*, *IL*-*6*, and tumor necrosis factor alpha [*TNF*-*α*]). PBMCs for this assessment were from the same donor samples used for microarray profiling. Transcript levels were normalized to four different housekeeping genes (beta-2-microglobin [*β2M*], *β*-*actin*, Peptidylprolyl Isomerase A [*PPIA*], and TATA-box binding protein [*TBP*]). The results of the expression changes for microarray and RT-qPCR are shown in Fig. 3.

**Figure 3:**
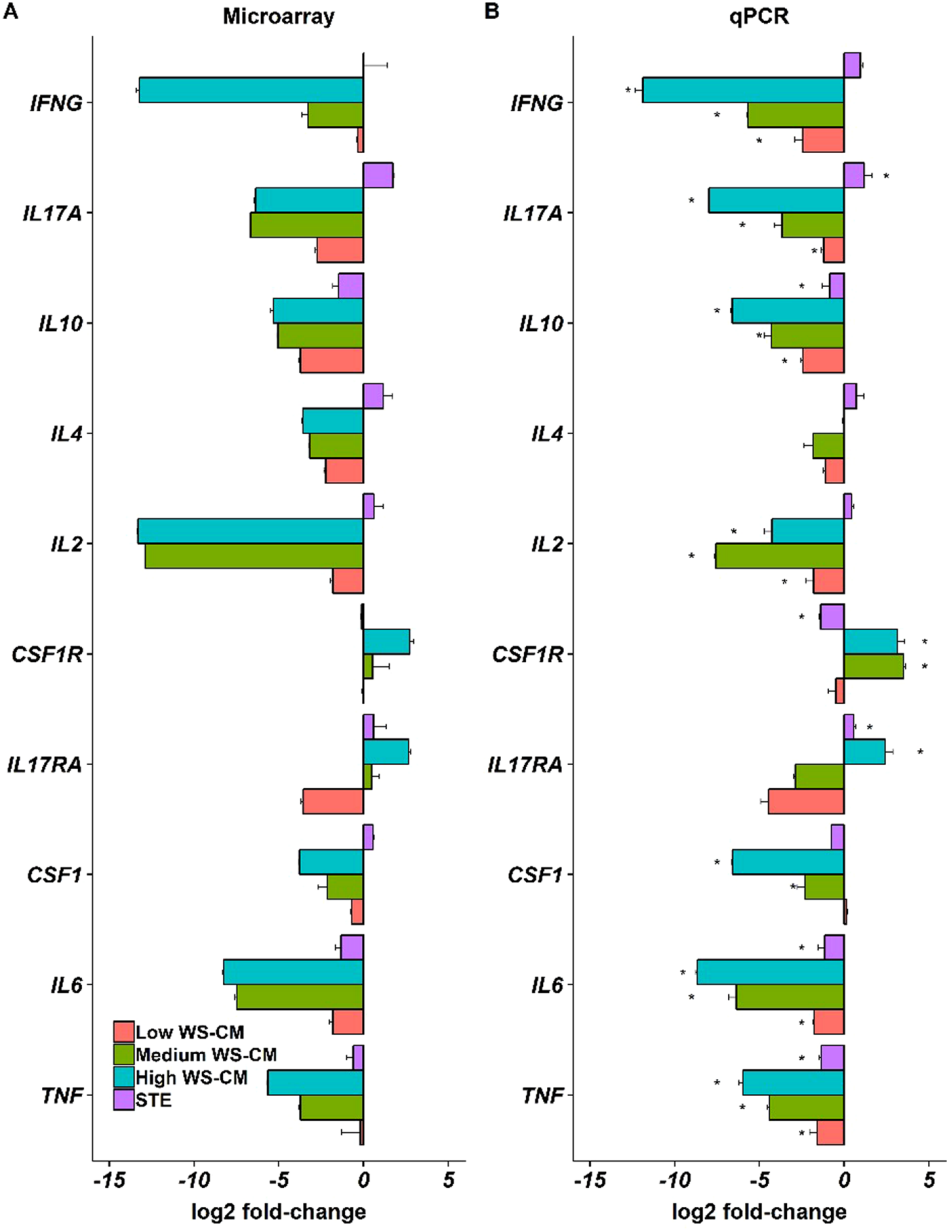
Confirmation of differential gene expression by RT-qPCR. A set of differentially expressed genes from the microarray profiling was analyzed by RT-qPCR as described in the Materials and Methods. The RT-qPCR data (Panel B) confirm the differential gene expression profiling (Panel A).

In general, the expression changes were highly correlated between the two platforms (average Pearson Correlation 0.904). The individual correlation between microarray and RT-qPCR for each gene across the various treatment groups is shown in Supplementary Table S3. Both the RT-qPCR and microarray results demonstrate that pre-treatment with low dose WS-CM and STE did not significantly alter the induction of cytokine expression induced by agonist stimulation, while pre-treatment with medium and high dose WS-CM was suppressive for most cytokines. 

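Of the 10 genes of the RT-qPCR panel, 8 fell on the arrays with the medium dose and 8 fell with the high dose. The 2 that rose with the high dose are the receptor genes CSF1R and IL17RA. The list's median log2 fold change was -4.28 with the medium dose and -5.41 with the high dose (camera adjusted p = 5.99e-06 and 2.85e-05, the first with adjusted p = 0.0791 with an estimated correlation). With low dose WS-CM all 10 had a lower mean, none was called over all probe sets (1 with the block, IL17A) and 4 fell adjusted over the list alone (median -1.34, camera adjusted p = 2.41e-07). The 4 include IFNG, whose control level lies at the high end of the arrays, so the size of its low dose difference is not given. The smallest adjusted p of a panel gene was 0.0243 with the low dose. With STE none was called and 2 fell and 1 rose adjusted over the list alone (median 0.25, camera adjusted p = 0.972). The smallest adjusted p with STE was 0.0438. The study chose these genes on these samples, so the counts are not independent evidence of their direction.

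**Figure D3:**
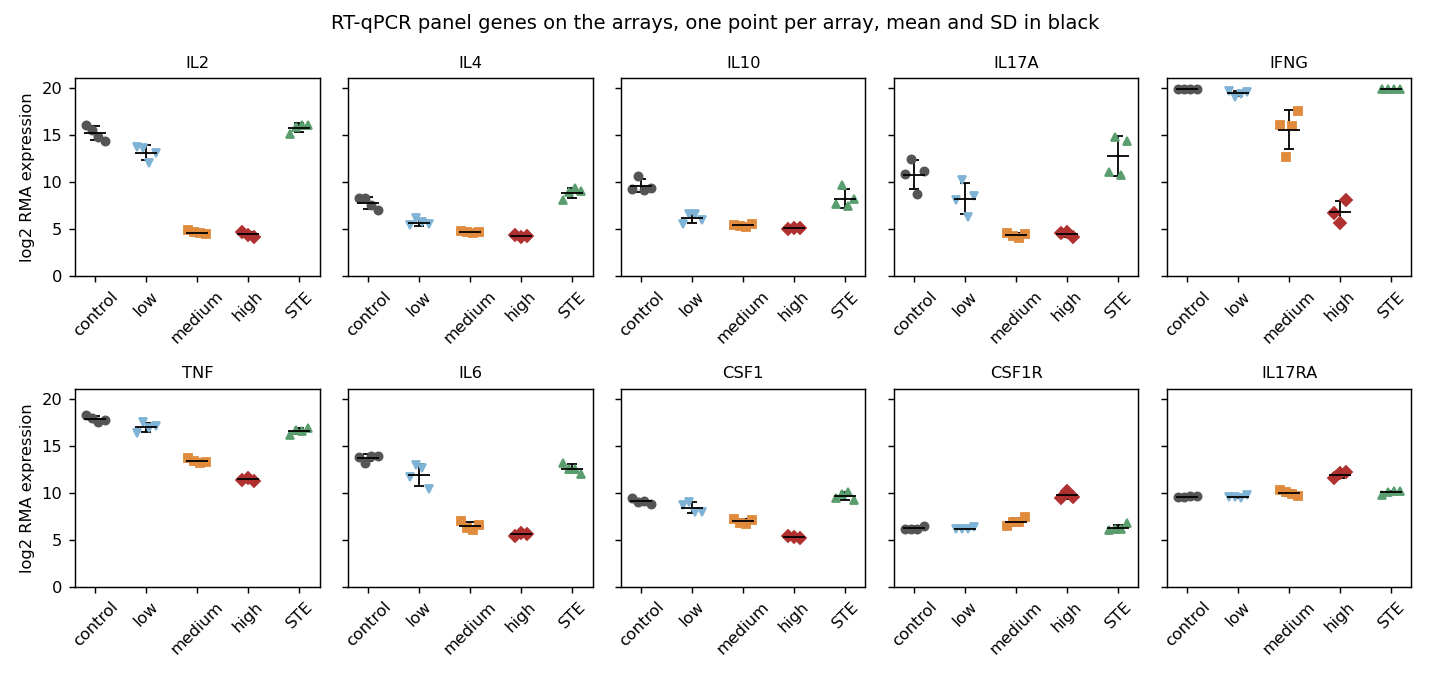
Deposited log2 RMA level of each of the 10 panel genes on the 19 arrays, by pre-treatment. Each point is 1 array, and black bars give the mean and SD. IL2 lies near 15 in control and STE arrays and near 5 with the medium and high doses, and CSF1R and IL17RA are highest with the high dose.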

More specifically, lymphocyte specific cytokine transcripts (IL-4, IL-2, IL-17, IL-10 and IFNγ) were induced to a similar level as control samples with STE treatment, but these transcripts were reduced in a dose dependent manner with WS-CM exposure. 

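IL2, the growth factor of activated T cells, was at a log2 level of 15.17 ± 0.76 (SD, n = 4) in control and 15.75 in STE arrays (mean, n = 4), 13.09 with the low dose, 4.62 ± 0.18 (SD, n = 4) with the medium dose and 4.41 ± 0.25 (SD, n = 3) with the high dose. It fell by 10.56 with the medium dose (SE 0.34, adjusted p = 1.73e-06 from limma) and fell by 10.76 with the high dose (SE 0.39, adjusted p = 5.30e-06). IFNG, the interferon of T and NK cells, fell by 4.33 with the medium dose (SE 0.89, adjusted p = 0.00736) and fell by 13.12 with the high dose (SE 0.49, adjusted p = 6.64e-06). The medium dose call of IFNG is lost without any 1 of the control arrays or of medium WS-CM replicates 23 and 33 (adjusted p at most 0.0215). Its control level of 19.90 ± 0.02 (SD, n = 4) is among those above 16 and lies within 0.05 of the highest value on each control array, as does its level on each STE array, so no level above it could be measured and the sizes of its falls are not exact. IL10, an anti-inflammatory cytokine, fell by 4.22 (SE 0.31, adjusted p = 4.19e-05) and fell by 4.53 (SE 0.36, adjusted p = 1.43e-04). IL4, the cytokine of Th2 cells, fell (-3.14 and -3.53, adjusted p = 7.71e-05 and 2.30e-04) and IL17A, that of Th17 cells, fell (-6.44 and -6.29, adjusted p = 2.00e-04 and 9.32e-04). IL4 and IL17A lay below the median of all probe sets on each medium and high dose array, and IL2 on each but 1, levels at which background limits how large a fall can be measured.

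With the low dose the log2 fold changes were -2.08 for IL2 (adjusted p = 0.142), -3.43 for IL10 (adjusted p = 0.0243), and -2.53 for IL17A (adjusted p = 0.317, and 0.00794 with the block), and IL4 was at 5.68 against 7.78 in control (adjusted p = 0.0479). IL10 passes in one fit of all 5 groups (adjusted p = 6.62e-04). With STE they were 0.58 for IL2, -1.38 for IL10, 1.06 for IL4 and 1.98 for IL17A, with adjusted p from 0.301 to 0.664. For IFNG no difference of the low dose or STE from control is given, since the control level lies at the high end of the arrays.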

Transcript levels for pro-inflammatory cytokines (TNF-α, IL-6 and CSF-1) were markedly suppressed by pretreatment with medium and high dose WS-CM; the reduction in the degree of induction of TNF-α and IL6 cytokine transcripts was modest when cells were treated with low dose WS-CM or STE. 

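TNF, the tumor necrosis factor gene, was at a log2 level of 17.82 ± 0.31 (SD, n = 4) in control, 13.35 ± 0.20 (SD, n = 4) with the medium dose and 11.40 ± 0.17 (SD, n = 3) with the high dose. It fell by 4.47 (SE 0.17, adjusted p = 2.72e-06 from limma) and fell by 6.43 (SE 0.18, adjusted p = 2.55e-06). The high dose lay -1.95 from the medium dose in the direct test (SE 0.14, adjusted p = 4.24e-04). IL6, an acute-phase cytokine, fell by 7.25 (SE 0.25, adjusted p = 2.13e-06) and fell by 8.15 (SE 0.20, adjusted p = 1.87e-06). CSF1, the macrophage growth factor, fell by 2.15 (SE 0.17, adjusted p = 5.78e-05) and fell by 3.77 (SE 0.15, adjusted p = 8.98e-06). With the low dose TNF was at 16.95 ± 0.46 (SD, n = 4), a difference of -0.88 (SE 0.24, adjusted p = 0.213), and with STE at 16.54 ± 0.31 (SD, n = 4), a difference of -1.29 (SE 0.19, adjusted p = 0.0438, and 0.00683 in one fit of all 5 groups). IL6 differed from control by -1.81 with the low dose (SE 0.52, adjusted p = 0.226) and by -1.16 with STE (SE 0.26, adjusted p = 0.132). CSF1 differed by -0.68 and 0.56 (adjusted p = 0.34 and 0.359).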

Interestingly, CSF-1R was induced with stimulation in PBMCs that were pretreated with medium and high dose WS-CM, while IL-17RA was induced above control with high dose WS-CM.

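CSF1R, the receptor for CSF1 on monocytes and macrophages, was at a log2 level of 6.23 ± 0.18 (SD, n = 4) in control, 6.88 ± 0.41 (SD, n = 4) with the medium dose and 9.70 ± 0.40 (SD, n = 3) with the high dose. It rose with the high dose by 3.47 (SE 0.20, adjusted p = 3.73e-05 from limma), and the medium dose gave 0.65 (SE 0.20, adjusted p = 0.0442), which does not pass 0.01. The high dose exceeded the medium dose by 2.82 (SE 0.27, adjusted p = 0.001). IL17RA, a subunit of the IL-17 receptor, rose with the high dose by 2.34 (SE 0.15, adjusted p = 6.80e-05), from 9.58 ± 0.08 (SD, n = 4) to 11.92 ± 0.32 (SD, n = 3), and exceeded its medium dose level by 1.97 (SE 0.21, adjusted p = 0.00156, and 0.015 with the block). With the medium dose IL17RA differed from control by 0.37 (adjusted p = 0.105). CSF1R is among the monocyte marker genes, of which 17 of 18 measured rose with the high dose. With the low dose and STE, CSF1R levels were 6.17 and 6.28, and IL17RA levels 9.56 and 10.04.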

### WS-CM pre-treatment inhibits immune activation

To investigate the functional changes produced by higher doses of WS-CM treatments, we used the Ingenuity Pathway Analysis tool (IPA, Qiagen) to identify enriched canonical pathways, diseases and biological functions, and upstream regulators (Fig. 4). 

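IL5, an eosinophil growth factor, fell by 7.10 log2 units with the medium dose (SE 0.98, adjusted p = 9.51e-04 from limma). IL13, a cytokine of allergic responses, fell by 3.94 (SE 0.29, adjusted p = 3.77e-05) and fell by 4.03 with the high dose (SE 0.33, adjusted p = 1.65e-04). IL13 lay below the median of all probe sets on each of these arrays, where background limits how large a fall can be measured, and IL5 did so on 3 of the 4 medium dose arrays. CCR4, a chemokine receptor of Th2 cells, fell (-4.70 and -6.82, adjusted p = 2.16e-04 and 1.41e-04), and IL4R, the IL-4 receptor, fell (-3.30 and -2.97, adjusted p = 9.75e-06 and 2.52e-04). Of 15 measured genes of Th2 cells, the helper T cells that make IL-4, IL-5 and IL-13, 9 fell with the medium dose and none rose (11 fell adjusted over the list alone, median -2.15), and 11 fell with the high dose (12 adjusted over the list alone, median -2.97). Camera gave adjusted p = 2.71e-06 and 2.27e-07 (adjusted p = 0.101 and 0.0826 with an estimated correlation). T-cell marker genes were lower on the same high dose arrays (median -1.16, camera adjusted p = 0.0152, adjusted p = 0.589 with an estimated correlation), a call that single omissions of arrays can undo. None was called with low dose WS-CM over all probe sets, and 3 fell and 1 rose adjusted over the list alone (median -0.62, camera adjusted p = 5.49e-04, adjusted p = 0.34 with an estimated correlation). With STE the median was 0.61 (camera adjusted p = 0.455).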

Consistent with our previous study^21^ and those from other groups^22^, we found that the canonical Th2 pathway is suppressed by both medium dose WS-CM (z-score = −2.668) and high dose WS-CM (z-score = −3.273) treatments (Supplementary Table S4). 

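IRAK2, a kinase of TLR signaling, fell by 3.03 log2 units with the medium dose (SE 0.36, adjusted p = 4.04e-04 from limma) and fell by 6.07 with the high dose (SE 0.18, adjusted p = 2.61e-06). The adaptor gene TRAF1 fell (-4.86 and -6.75, adjusted p = 6.53e-06 and 5.38e-07). NFKBIA, which encodes the NF-κB inhibitor IκBα, fell (-4.07 and -3.38, adjusted p = 2.36e-05 and 1.25e-05) and the NF-κB subunit gene NFKB1 fell (-5.03 and -6.49, adjusted p = 1.44e-05 and 1.97e-06). FOS, a subunit of the AP-1 transcription factor, rose by 1.47 (SE 0.17, adjusted p = 3.88e-04) and 2.54 (SE 0.14, adjusted p = 3.62e-05). CD14, the LPS coreceptor of monocytes, rose with the high dose by 7.11 (SE 0.19, adjusted p = 2.41e-06), from 5.19 ± 0.34 (SD, n = 4) to 12.30 ± 0.14 (SD, n = 3). With the medium dose CD14 rose by 1.16 (adjusted p = 0.00853), a call that is lost without control replicates 21, 26 or 31 or medium WS-CM replicates 33 or 38 (adjusted p at most 0.0263). Of 18 measured monocyte marker genes, CD14 among them, 14 rose and 1 fell with the medium dose (median 1.93, camera adjusted p = 4.95e-07, adjusted p = 0.206 with an estimated correlation). The 6 genes had a median of -3.55 with the medium dose (camera adjusted p = 0.0355, adjusted p = 0.266 with an estimated correlation, 0.0693 without control replicate 36 and 0.0615 with the block) and -4.72 with the high dose (0.0256 and 0.146). With STE it was -0.67, 3 fell adjusted over the list alone and none over all probe sets (camera adjusted p = 8.77e-06, adjusted p = 0.0609 with an estimated correlation), and with low dose WS-CM it was -0.47 (0.0236 and 0.34). The study chose these genes on these samples, so the counts are not independent evidence of their direction.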

Network analysis of the TLR signaling pathway revealed that the expression levels of Interleukin-1 receptor associated kinase 2 (IRAK2) (−10.0 fold), TNF receptor associated factor 1 (TRAF1) (−12.5 fold), NF-κB Inhibitor Alpha (−3.8 fold) and NF-kB1 (−12.5 fold) are reduced, while cFOS (2.4 fold) and CD14 (14.89 fold) expression were upregulated by pre-treatment with higher doses of WS-CM (Supplementary Table S2). Upstream regulator prediction analysis also showed suppression of the LPS (z-score = −7.901 and −7.789 by medium and high dose WS-CM, respectively) and TLR4 (z-score = −5.195 and −5.685 by medium and high dose WS-CM, respectively) regulatory pathways (Supplementary Table S5). These results indicate that equi-nicotine 1.0 and 3.0 ug/mL doses of WS-CM reduced the capacity of PBMCs to respond to a TLR agonist.

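LY96, which binds LPS together with TLR4, rose by 1.82 log2 units with the medium dose (SE 0.23, adjusted p = 5.14e-04 from limma) and by 2.68 with the high dose (SE 0.24, adjusted p = 2.47e-04). TLR1, a receptor for bacterial lipopeptides, rose by 2.09 with the medium dose (SE 0.16, adjusted p = 4.62e-05), and IRAK3, an inhibitor of TLR signaling, by 3.65 with the high dose (SE 0.41, adjusted p = 6.76e-04). TAB2, an adaptor of the TAK1 kinase, fell (-1.79 and -2.05, adjusted p = 1.12e-05 and 1.03e-04). TLR4, the LPS receptor, had log2 fold changes of 0.49 (adjusted p = 0.428) and 1.91 (adjusted p = 0.0175, and 0.00647 with the block). Of 22 measured receptors, adaptors and kinases, 5 rose and 2 fell with the medium dose (median 0.24, camera adjusted p = 0.827), and 11 rose and 4 fell with the high dose (13 and 4 adjusted over the list alone, median 0.98, camera adjusted p = 0.098, but called as higher without high WS-CM replicate 24 at 0.0463 or control replicate 36 at 0.0477, and by fry at 0.0107). Of 18 monocyte marker genes 17 rose on the same high dose arrays (median 4.22). With low dose WS-CM and STE no member was called over all probe sets (medians -0.19 and -0.14), and camera called the list lower (adjusted p = 0.00799 and 8.07e-04, adjusted p = 0.32 and 0.198 with an estimated correlation), the low dose call not without control replicate 36 (adjusted p = 0.12).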

**Figure 4:**
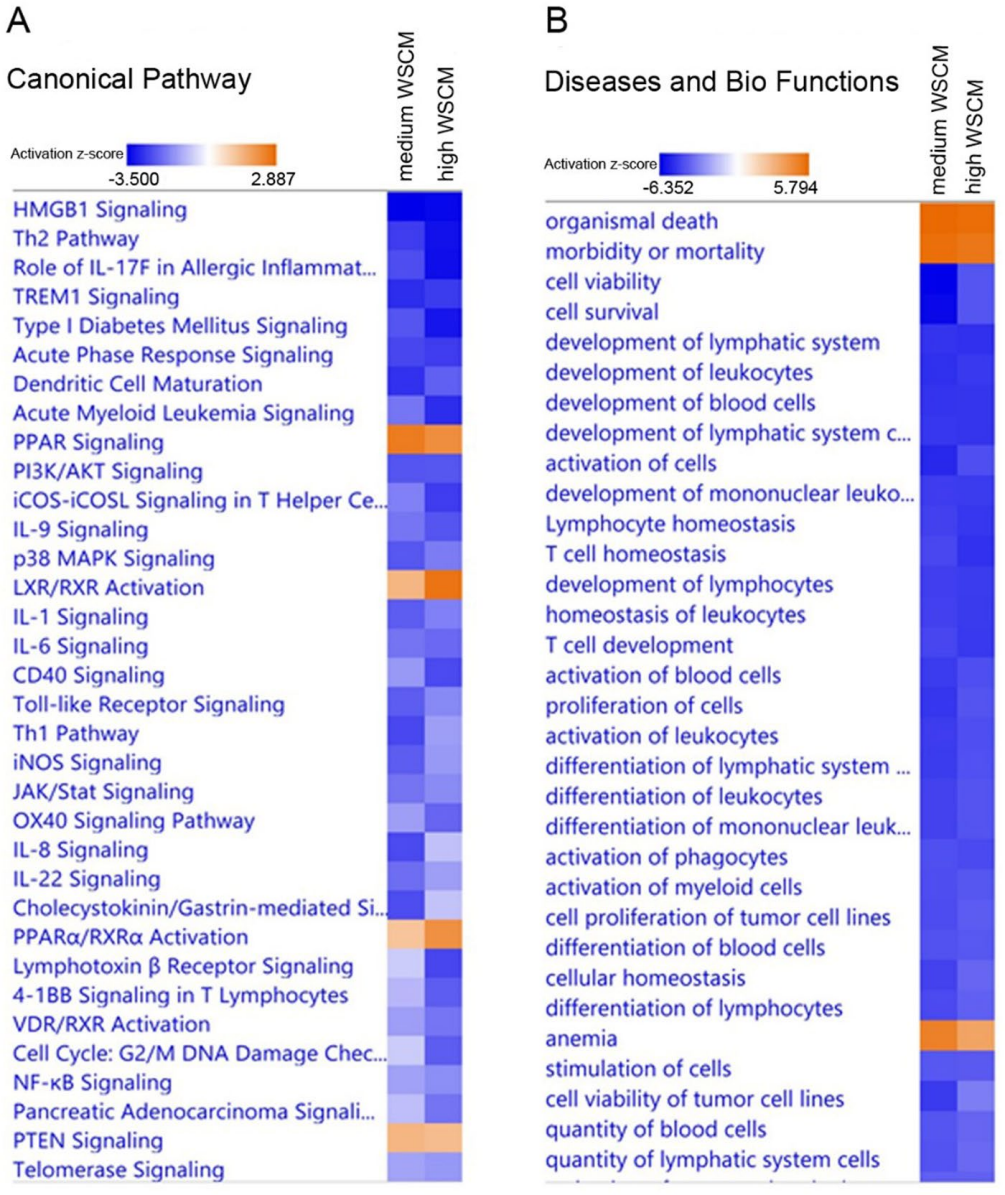
IPA heatmap. Heatmap showing Ingenuity Pathway Analysis (IPA) canonical immune pathways altered by WS-CM or STE treatment and significantly affected by stimulation with PMA, ionomycin, and LPS. Pathways are ranked according to the z-score that predicts activation (orange)/suppression (blue).

In addition to diminishing Th2 signaling, WS-CM significantly inhibited the expression of a wide range of cytokine signaling pathways such as IL-1 (z-score = −2.236 and −1.732 by medium and high dose WS-CM, respectively), IL-6 (z-score = −1.897and −2.064 by medium and high dose WS-CM, respectively), IL-17A (z-score = −0.817 and −1.667 by medium and high dose WS-CM, respectively), and IL-8 (z-score = −2.496 and −0.853 by medium and high dose WS-CM, respectively) signaling (Supplementary Table S4). 

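IL1A, which encodes IL-1α, fell by 6.02 log2 units with the medium dose (SE 0.46, adjusted p = 4.73e-05 from limma) and fell by 7.76 with the high dose (SE 0.55, adjusted p = 9.33e-05). IL23A, a subunit of IL-23, fell (-3.67 and -5.59, adjusted p = 5.20e-05 and 3.37e-06). CXCL8, the gene of IL-8, fell by 6.66 with the high dose (SE 0.61, adjusted p = 2.78e-04) and differed by -2.16 with the medium dose (SE 0.48, adjusted p = 0.0105). Of 16 proinflammatory cytokine genes of the IL-1, IL-6, IL-12 and TNF families, 10 fell and 1 rose with the medium dose (11 and 1 adjusted over the list alone, median -1.77), and 11 fell and 2 rose with the high dose (median -2.18). The camera adjusted p was 2.41e-06 and 4.30e-06 (adjusted p = 0.0612 with an estimated correlation for the medium dose). With low dose WS-CM and STE 4 members each fell adjusted over the list alone and none over all probe sets (medians -0.91 and -0.79, camera adjusted p = 2.41e-07 and 1.06e-08, the low dose with adjusted p = 0.0774 with an estimated correlation).

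Of 27 measured chemokine genes, 14 fell with the medium dose (16 adjusted over the list alone, median -2.94) and 17 with the high dose (19 adjusted over the list alone, median -3.92), and none rose. Camera gave adjusted p = 3.90e-09 and 1.37e-12 (adjusted p = 0.0791 with an estimated correlation for the medium dose). CCL20, which attracts Th17 and dendritic cells, fell by 10.85 with the high dose (adjusted p = 3.19e-06). CCL3, a chemokine of macrophages and T cells, fell (-6.08 and -10.34, adjusted p = 6.90e-04 and 2.81e-06). With STE 1 chemokine fell adjusted over the list alone (median -0.56, camera adjusted p = 2.38e-08, adjusted p = 0.0999 with an estimated correlation), and with low dose WS-CM the median was -0.16 (camera adjusted p = 0.0933, but called as lower with the block at 0.0187, without low WS-CM replicate 27 or control replicate 31, down to 0.00595, and with arrays centred on housekeeping genes at 3.02e-04).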

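Of 29 measured cytokine and surface genes that T cells switch on when activated, 23 fell and none rose with the medium dose (24 fell and 1 rose adjusted over the list alone), and 26 fell with the high dose (26 adjusted over the list alone). The medians were -4.33 and -5.90 (camera adjusted p = 4.38e-14 and 3.99e-21, the medium dose with adjusted p = 0.0791 with an estimated correlation). ICOS, a costimulatory receptor, fell by 4.58 log2 units with the medium dose (SE 0.41, adjusted p = 1.06e-04 from limma) and fell by 8.29 with the high dose (SE 0.51, adjusted p = 5.23e-05). IRF4, a transcription factor induced through the T-cell receptor, fell by 7.07 with the high dose (SE 0.22, adjusted p = 2.75e-06). TNFSF14, a TNF-family ligand of T cells, fell by 7.37 with the high dose (SE 0.22, adjusted p = 2.61e-06) and differed by -0.56 with the medium dose (adjusted p = 0.0693). The difference between the doses was -6.81 (SE 0.13, adjusted p = 2.64e-06). Adjusted over the list alone, 14 members fell with low dose WS-CM, and none over all probe sets (median -1.15, camera adjusted p = 1.33e-13). With STE the median was 0.08 (camera adjusted p = 0.533). T-cell marker genes were lower on the same high dose arrays (6 of 19 fell and 1 rose, median -1.16, camera adjusted p = 0.0152, adjusted p = 0.589 with an estimated correlation, and up to 0.0529 without high WS-CM replicate 29 or control replicate 36), and with the medium dose their median was -0.23 (camera adjusted p = 0.234, and 0.00836 with arrays centred on housekeeping genes).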

Upstream regulatory analysis also predicts suppression of TNF-α, IL-2, and IFNγ signaling pathways. 

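Of 18 measured monocyte markers, 14 rose and 1 fell with the medium dose (16 and 1 adjusted over the list alone, camera adjusted p = 4.95e-07, adjusted p = 0.206 with an estimated correlation), and 17 rose and none fell with the high dose (camera adjusted p = 1.37e-12, adjusted p = 0.0625 with an estimated correlation). FCN1 rose by 4.59 and 7.38 log2 units (adjusted p = 8.75e-06 and 1.27e-06 from limma). VCAN, a matrix proteoglycan made by monocytes, rose by 6.83 with the high dose (SE 0.43, adjusted p = 5.87e-05), and MNDA, a myeloid nuclear protein, by 6.92 (SE 0.36, adjusted p = 2.69e-05). The scavenger receptor gene CD163 rose by 3.22 with the medium dose (SE 0.38, adjusted p = 3.78e-04). Compared directly, 12 of the 18 were higher with the high than with the medium dose (15 adjusted over the list alone, median 2.21, camera adjusted p = 6.28e-11, adjusted p = 0.306 with an estimated correlation). With STE 3 fell adjusted over the list alone (median -0.46, camera adjusted p = 1.02e-06, adjusted p = 0.146 with an estimated correlation), and with low dose WS-CM the median was -0.04 (camera adjusted p = 0.251, and 0.0305 with arrays centred on housekeeping genes).

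Of 24 measured cytolytic effector genes, 5 fell and 2 rose with the medium dose (6 and 5 adjusted over the list alone, median -1.44, camera adjusted p = 0.419), and 5 fell and 4 rose with the high dose (7 and 4 adjusted over the list alone, median -1.15, camera adjusted p = 0.0508). With the block camera called this list lower with the medium dose (adjusted p = 0.034), the high dose (0.0391) and STE (0.00481), as it did with arrays centred on housekeeping genes for the medium (0.00718) and the high dose (0.0256), for the high dose without control replicate 26 (0.00844) or high WS-CM replicate 34 (0.0119), and for STE without STE replicates 25 (0.0409) or 40 (0.00445) or control replicate 26 (1.64e-04). NK-cell marker genes were lower on the same high dose arrays (5 of 14 fell and 1 rose, median -1.46, mean -2.73, camera adjusted p = 7.85e-04, adjusted p = 0.477 with an estimated correlation), and with the medium dose their median was -0.46 (camera adjusted p = 0.0703, but called as lower without medium WS-CM replicates 23 or 38 or control replicate 26, down to 0.0156, and with arrays centred on housekeeping genes at 6.99e-04). GZMB, a cytotoxic protease, fell by 3.83 with the medium dose (SE 0.58, adjusted p = 0.00156) and fell by 7.66 with the high dose (SE 0.47, adjusted p = 5.04e-05). The pore-forming protein gene PRF1 fell (-5.43 and -6.89, adjusted p = 0.00155 and 5.71e-04), and FASLG, the Fas ligand gene, fell (-3.21 and -5.34, adjusted p = 0.00133 and 4.29e-06). FCGR3A, an Fc receptor of NK cells and monocytes, rose with the high dose (adjusted p = 1.62e-04), from a control level below the median of all probe sets on 2 of 4 arrays, so the size of the rise is not given. The medians were -0.19 with low dose WS-CM (camera adjusted p = 0.0422, adjusted p = 0.657 with an estimated correlation, and up to 0.415 when control replicates 21, 31 or 36 or low WS-CM replicate 27 are left out) and -0.07 with STE (camera adjusted p = 0.0725).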

Consistent with these results, the major biological functions affected include activation of leukocytes (z-score = −5.022 and −4.392 by medium and high dose WS-CM, respectively) and suppression of phagocytes (z-score = −4.360 and −4.527 by medium and high dose WS-CM, respectively) (Supplementary Table S6).

WS-CM treatment also was  associated with enhanced activity of some cellular pathways. For example, organismal death was increased by WS-CM (z-score = 5.715 and 5.631 by medium and high dose WS-CM, respectively) (Supplementary Table S6). In addition, enhanced signaling was observed in the cell survival-associated peroxisome proliferator activated receptor (PPAR) network (z-score = 2.530 and 2.183 by medium and high WS-CM, respectively) (Supplementary Table S4).

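Genes of cell death and survival changed in both directions. BCL2, an inhibitor of apoptosis, fell by 2.10 log2 units with the medium dose (SE 0.15, adjusted p = 3.72e-05 from limma) and fell by 3.08 with the high dose (SE 0.35, adjusted p = 6.75e-04), and its relative BCL2L1 fell (-2.51 and -2.29, adjusted p = 1.25e-04 and 6.55e-04). FAS, a death receptor, fell by 2.66 with the high dose (adjusted p = 5.38e-05). Of 28 measured genes of the BCL2 family and the caspases, 8 fell and 4 rose with the medium dose (9 and 5 adjusted over the list alone, median -0.25, camera adjusted p = 0.0668, but called as lower with arrays centred on housekeeping genes at 0.00554), and 8 fell and 5 rose with the high dose (9 and 6 adjusted over the list alone, median -0.16, camera adjusted p = 0.107). Of 19 measured p53 target genes, 5 fell with the medium dose (median -0.19, camera adjusted p = 0.0505, but called as lower with the block at 0.0367, with arrays centred on housekeeping genes at 0.00658, and without control replicates 26 at 0.0394 or 31 at 0.0466 or medium WS-CM replicates 23 at 0.0384, 33 at 0.0407 or 38 at 0.0475), and 6 fell and 1 rose with the high dose (7 and 3 adjusted over the list alone, median -0.35, camera adjusted p = 0.0158, adjusted p = 0.115 with an estimated correlation). MDM2, the inhibitor of p53, fell (-1.73 and -1.65, adjusted p = 1.94e-04 and 4.13e-04), and GADD45A, a gene of DNA damage, fell (-1.14 and -3.44, adjusted p = 0.00158 and 3.35e-05). The BCL2 family list had a median of -0.12 with low dose WS-CM (camera adjusted p = 0.0062, adjusted p = 0.0774 with an estimated correlation) and no called member.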

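RXRA, the retinoid receptor that pairs with PPARs, rose by 0.82 log2 units with the medium dose (SE 0.11, adjusted p = 9.76e-04 from limma). PDK4, a kinase induced by PPARs that limits pyruvate oxidation, rose by 1.36 with the medium dose (SE 0.21, adjusted p = 0.00177) and by 3.44 with the high dose (SE 0.50, adjusted p = 0.00207, and 0.0107 without high WS-CM replicate 29). CD36, a fatty acid transporter of monocytes, rose by 2.79 with the high dose (SE 0.18, adjusted p = 6.21e-05), and FABP5, a fatty acid binding protein, fell by 1.91 (SE 0.25, adjusted p = 0.00144). Of 22 measured genes of the PPAR and LXR/RXR network, 3 rose and none fell with the medium dose (median 0.10, camera adjusted p = 0.546), and 3 rose and 3 fell with the high dose (median -0.01, mean 0.11, camera adjusted p = 0.761). Monocyte markers rose on the same arrays, 14 of 18 with the medium and 17 with the high dose. With STE the median was -0.06 (camera adjusted p = 0.00577, adjusted p = 0.196 with an estimated correlation) and with low dose WS-CM 0.00 (camera adjusted p = 0.949).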

### WS-CM inhibits the expression and secretion of effector cytokines

Based on the pathway analyses and upstream regulator predictions, there appears to be  a loss of signaling capacity of NF-ĸβ and also decreased expression of TNF, IL-1β, IL-2 and IFN-γ with WS-CM pretreatment^21^. 

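NFKB2, the p100 subunit of NF-κB, fell by 1.93 log2 units with the medium dose (SE 0.21, adjusted p = 2.69e-04 from limma) and fell by 3.70 with the high dose (SE 0.16, adjusted p = 1.38e-05). TNIP1, an inhibitor of NF-κB signaling, fell (-3.31 and -3.37, adjusted p = 1.77e-05 and 6.92e-06), and IL1B, the gene of IL-1β, fell (-3.88 and -6.28, adjusted p = 1.38e-04 and 6.74e-04). Of 23 measured NF-κB subunits, inhibitors and kinases, 14 fell and none rose with the medium dose (15 fell adjusted over the list alone, median -1.46), and 18 fell and 1 rose with the high dose (median -1.69). The camera adjusted p was 5.58e-08 and 5.22e-11 (adjusted p = 0.0822 with an estimated correlation for the medium dose). The median with low dose WS-CM was -0.39 with no called member (camera adjusted p = 3.30e-08, adjusted p = 0.0774 with an estimated correlation). With STE it was -0.18, and 3 fell adjusted over the list alone (camera adjusted p = 1.71e-05, adjusted p = 0.0999 with an estimated correlation). Compared directly, 4 were lower and 1 was higher with the high than with the medium dose (median -0.35, camera adjusted p = 0.0132, adjusted p = 0.417 with an estimated correlation, and 0.183 with arrays centred on housekeeping genes). From its pathway analyses and upstream regulator predictions, the paper proposes that WS-CM pre-treatment lowers the capacity of NF-κB signaling.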

We therefore investigated whether the WS-CM treatment resulted in the reduction of secretion of TNF, IFN-γ and IL-2 from stimulated PBMCs. For these experiments, PBMCs were treated with STE or various doses of WS-CM for 3 hours, followed by 24 hour stimulation with the agonists (Fig. 5). Stimulation of the untreated PBMCs with the agonists resulted in a robust upregulation of IFN-γ (2955 ± 511 pg/mL), TNF (10487 ± 6436 pg/mL) and IL-2 (9370 ± 2017). Pre-treatment of PBMCs with low dose of WS-CM prior to stimulation did not significantly alter the cytokine secretion (IFN-γ, 4828 ± 3098 pg/mL; TNF, 5570 ± 4561 pg/mL, and; IL-2, 9106 ± 5483 pg/mL). Pretreatment with medium WS-CM profoundly suppressed IFN-γ (118 ± 205 pg/mL), TNF (below detection limit), and IL-2 (36 ± 62 pg/mL) secretions (Fig. 5). Pretreatment with high dose of WS-CM resulted in a complete suppression of all three cytokines and the levels were below the detection limit. The STE treatment did not significantly reduce the IFN-γ (5016 ± 3656 pg/mL), TNF (5504 ± 4859 pg/mL) and IL-2 (8844 ± 5816 pg/mL) secretions.

**Figure 5:**
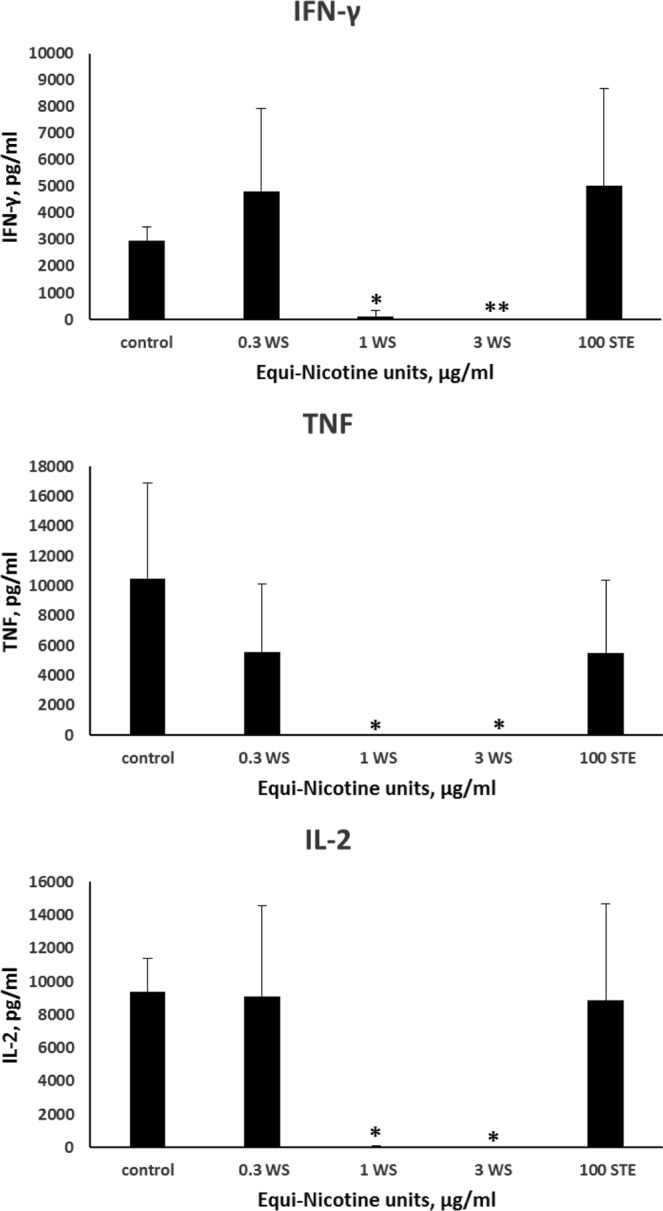
Cytokine expression. PBMCs were pretreated with different concentrations of WS-CM or 100 µg/mL equi-nicotine units of STE for 3 hours and stimulated with the agonists for 24 hours. Levels of cytokines in the culture supernatants were determined using a cytometric bead array and flow cytometer. Each point represents the mean ± SD error bars of four donors from a representative experiment. Since the 3 cytokine levels with high dose treatment and the TNF levels in medium dose WS-CM were below the limits of detection, lowest detectable values were used to compute statistical significance. The statistical significance was indicated by: *P < 0.05 and **P < 0.005.

## Discussion

Chronic inflammation due to cigarette smoking is a multifaceted process ranging from the recruitment and activation of inflammatory cells to immunosuppression. A key objective of our research is to gain insight into the mechanisms by which chronic cigarette smoking alters the immune response. The objective of this study was to evaluate the impact of WS-CM and STE on global gene expression profiles in PBMCs following activation with widely utilized signal transducers. A key finding from this study was that medium and high dose WS-CM treatment led to marked changes in gene expression profiles and secretion of effector cytokines including TNF, IFN-γ, and IL-2. In contrast, STE pre-treatment did not have a significant effect on gene expression and cytokine secretion of PBMCs. Together, these data demonstrate that, unlike STE, WS-CM dose-dependently diminishes the agonist-stimulated immune signaling in PBMCs. Further, our data show that combustible tobacco products are potent suppressors of the immune response.

Our previous work using an *ex vivo* PBMC model exposed to various TPPs, including WS-CM and STE, demonstrated that exposure to combustible and non-combustible tobacco products resulted in distinct transcriptional profiles, with down-regulation of various immune modulators including TLR4, NF-ĸβ and IRAK2 when treated with high doses of WS-CM^21^. The goal of the current study was to determine whether pretreatment with the TPPs differentially modulates the downstream activation and response to immune stimuli. PBMCs from healthy, non-tobacco consuming donors were treated with various TPPs and then stimulated with LPS, a TLR4 agonist, in addition to PMA and ionomycin, to broadly activate signaling pathways in PBMCs.

Here we show that combustible and non-combustible TPPs result in distinct gene expression profiles after immune stimulation. Pretreatment with STE or low dose WS-CM did not alter stimulus-induced transcriptional profiles. Pretreatment with medium- or high dose WS-CM, however, resulted in transcriptional profiles that were distinct from control (and also STE and low dose WS-CM) and from each other (Figs 1 and 2). A significant number of genes were common between the medium and high dose WS-CM treatment groups and were concordantly regulated (Fig. S1). The microarray and qPCR data demonstrate that agonist-induced effector cytokine secretion was reduced with exposure to higher doses of WS-CM, as evidenced by a lack of *IFNG*, *IL17A*, *IL10*, *IL4*, *IL2*, *CSF1*, *IL6 and TNF* gene induction. Low dose WS-CM and STE did not have a similar inhibitory effect (Fig. 3) on these genes. This result is consistent with the reduction in gene expression and protein production of pro-inflammatory cytokines (TNF-α, IL-1β and IL-6) in alveolar macrophages isolated from non-smokers and smokers and subsequently stimulated *in vitro*^21,23^. The pro-inflammatory molecules IL-1β, TNF-α, IL-2 and IFN-γ are known to function in NK cell and cytotoxic T cell activation which is required to eliminate transformed cells^24^. Thus, they are essential in host defense against infection and cancer.

Analysis of canonical pathways based on expression profiles following immune system stimulation demonstrate that medium and high dose WS-CM exposure similarly alter signaling pathways with inhibition of many pathways involved in immune activation: NF-ĸB, IL-8, IL-6, Th1, Toll like receptor, triggering receptor expressed on myeloid cells 1 (TREM1), Th2 and high mobility group box 1 (HMGB1) signaling (Fig. 4A). 

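IL12RB2, a subunit of the IL-12 receptor, fell by 4.48 log2 units with the medium dose (SE 0.25, adjusted p = 1.44e-05 from limma) and fell by 5.69 with the high dose (SE 0.33, adjusted p = 3.90e-05). IL18R1, a subunit of the IL-18 receptor, fell (-2.07 and -1.81, adjusted p = 1.97e-04 and 7.50e-04). Of 14 measured Th1 genes, those of the helper T cells that make IFN-γ, 9 fell and 1 rose with the medium dose (11 and 1 adjusted over the list alone, median -2.30), and 12 fell and none rose with the high dose (median -3.33). Camera gave adjusted p = 4.95e-07 and 6.11e-10 (adjusted p = 0.0791 with an estimated correlation for the medium dose). Marker genes of T cells and of NK cells were lower on the same high dose arrays, with medians of -1.16 and -1.46 (camera adjusted p = 0.0152 and 7.85e-04, adjusted p = 0.589 and 0.477 with an estimated correlation). IL18R1 alone fell with low dose WS-CM (-1.14, adjusted p = 0.00829, at most 0.0489 when any 1 array is left out, and 0.0171 with the block), and 6 fell adjusted over the list alone (median -0.83, camera adjusted p = 1.34e-08). With STE 2 fell and 1 rose adjusted over the list alone (median -0.05, camera adjusted p = 0.0741, but called as lower without control replicate 26 at 0.0375 or STE replicate 35 at 0.0384).

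**Figure D4:**
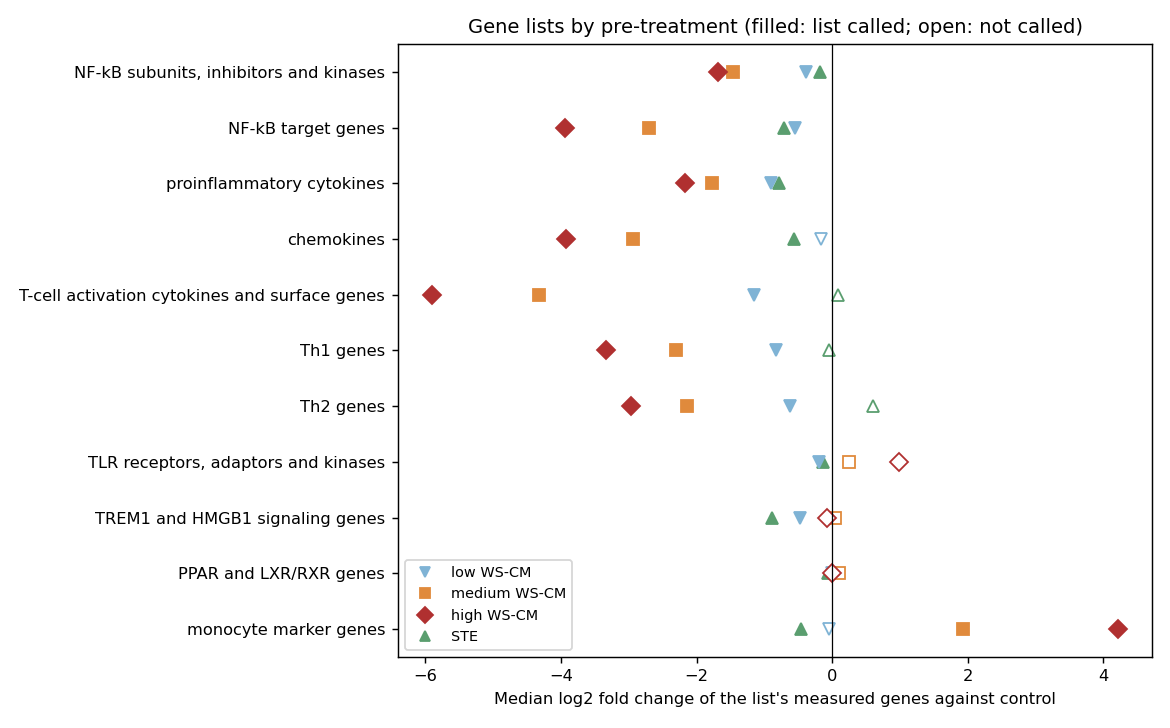
Median log2 fold change against control of the measured genes of 11 lists (vertical axis) for each pre-treatment. Filled symbols mark lists called by camera at an adjusted p under 0.05, and open symbols lists that were not. T-cell activation genes have the lowest medians with the medium and high doses among these lists, -4.33 and -5.90, and monocyte marker genes the highest, 1.93 and 4.22.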

The transcription factor NF-ĸβ is a master regulator of immune activation in both innate and adaptive immune cells and it integrates signals from numerous pathways, including TLR4 and the T cell receptor. Mechanistically, the NF-κB signaling is a key driver of cigarette smoke-induced inflammation. Multiple lines of evidence point to upregulation of NF-κB pathway in smokers as well as in smoking-related diseases such as COPD^12^. 

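ICAM1, an adhesion molecule for leukocytes, fell by 5.51 log2 units with the medium dose (SE 0.26, adjusted p = 8.68e-06 from limma) and fell by 4.70 with the high dose (SE 0.29, adjusted p = 5.50e-05). CXCL2, a chemokine for neutrophils, fell (-3.80 and -8.31, adjusted p = 9.57e-04 and 2.58e-06). CD40, a costimulatory receptor of B cells and monocytes, fell by 3.43 with the high dose (SE 0.44, adjusted p = 0.00122). With the medium dose it fell too (adjusted p = 0.00352, and at most 0.0129 without control replicate 31 or medium WS-CM replicates 28 or 38). Of 34 measured genes known as NF-κB targets, 24 fell and 1 rose with the medium dose (28 and 2 adjusted over the list alone, median -2.69), and 27 fell and 1 rose with the high dose (29 and 1 adjusted over the list alone, median -3.95). The camera adjusted p was 7.96e-14 and 3.20e-19 (adjusted p = 0.0791 with an estimated correlation for the medium dose). With STE 12 fell adjusted over the list alone and none over all probe sets (median -0.71, camera adjusted p = 8.86e-14), and ICAM1 differed by -1.20 (SE 0.16, adjusted p = 0.0284). No member was called with low dose WS-CM (median -0.54, camera adjusted p = 1.22e-06, adjusted p = 0.285 with an estimated correlation).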

As many of the gene products shown to be altered in this study are targets of NF-ĸβ, the data suggest that exposure to high doses of WS-CM results in a lack of induction of this signaling pathway, which in turn results in muted activation of NF-ĸβ-regulated pathways such as IFN-γ,IL-2, IL-6, IL-8, IL-9, IL-17, IL-10, TNF-α and CD40 signaling.

TREM1, which belongs to the immunoglobulin superfamily of cell surface receptors, is activated by its putative ligand HMGB1^25^. Functionally, TREM1 is reported to augment immune cell responses together with TLR4, although it is known to inhibit immune signaling under some conditions. Circulating levels of TREM1 (or its soluble forms) have been reported to be higher in different inflammation-related diseases and are proposed as potential biomarkers. 

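TREM1, the receptor gene itself, was at a log2 level of 10.35 ± 1.23 (SD, n = 4) in control and differed by 2.44 with the medium dose (SE 0.57, adjusted p = 0.0139 from limma, and 0.00404 with the block). It rose by 3.42 with the high dose (SE 0.63, adjusted p = 0.00624), a call that is lost without control replicates 21 or 26 or any high dose array (adjusted p at most 0.0288) and with the block (0.0125). TYROBP, the adaptor that carries its signal, rose by 4.89 with the high dose (SE 0.53, adjusted p = 5.59e-04). With STE TREM1 differed from control by -2.78 (SE 0.53, adjusted p = 0.0882). TREM1 and TYROBP are known to be expressed in monocytes, and of 18 monocyte marker genes 17 rose on the high dose arrays (median 4.22). Of 23 measured genes of TREM1 and HMGB1 signaling, 5 fell and 2 rose with the medium dose (8 and 3 adjusted over the list alone), and 7 fell and 3 rose with the high dose (7 and 4 adjusted over the list alone). The medians were 0.04 and -0.08 and the means -1.06 and -1.21, and camera did not call the list (adjusted p = 0.107 and 0.098), except as lower for the medium dose with arrays centred on housekeeping genes (0.00235) and for the high dose without control replicate 26 (0.0401). The rotation test fry called the list lower with both doses. Those that fell with the high dose include the cytokine and chemokine genes of its output, such as IL6, TNF and CXCL8.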

Consistent with the downregulation of immune responses, in medium and high doses of WS-CM treated PBMCs, TREM1 signaling is predicted to be downregulated (Fig. 4A).

Additionally, we find that the HMGB1 signaling pathway is down-regulated in cells pretreated with medium and high dose WS-CM (Fig. 4A). 

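HMGB1, the gene of the chromatin protein itself, differed from control by 0.35 log2 units with the medium dose (adjusted p = 0.0632 from limma). With the high dose it rose by 0.87 (SE 0.13, adjusted p = 0.00285, 0.0102 without control replicate 26 and 0.0164 with the block). Of its receptors, TLR2 differed by -1.36 with the medium dose (adjusted p = 0.0319) and by 0.97 with the high dose (adjusted p = 0.235). With STE none of the 23 measured genes of TREM1 and HMGB1 signaling was called over all probe sets and 8 fell adjusted over the list alone (median -0.89, camera adjusted p = 1.65e-09, adjusted p = 0.146 with an estimated correlation). Monocyte marker genes were lower on the same STE arrays (median -0.46, camera adjusted p = 1.02e-06, adjusted p = 0.146 with an estimated correlation). The low dose called no member (median -0.47, camera adjusted p = 0.00765, adjusted p = 0.382 with an estimated correlation, and 0.0829 without control replicate 36).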

HMGB1, a highly conserved non-histone chromosomal protein, is passively released by cells undergoing unscheduled death (necrosis), but not apoptosis^26^. HMGB1 is released in response to cigarette smoke-induced cellular damage, and is reported to mediate inflammatory signaling through TLR4 dependent pathways^27^.

Another signaling pathway involved in NF-kB mediated immune function that is down-regulated by the exposure of higher doses of combustible TPP, but not STE, is the PI3K-Akt pathway. This pathway is critical for cellular survival and activation, as well as immune cell proliferation. Signaling through Akt results in NF-ĸB activation which in turn down-regulates the phosphatase and tensin homolog (PTEN). PTEN is a negative regulator of the Akt pathway^28^, consistent with the increased expression of PTEN seen in the current study (Fig. 4A).

Very few canonical signaling pathways were increased in the current study. Peroxisome proliferator-activated receptor (PPAR) and LXR/RXR signaling pathways showed the greatest increase in activity with exposure to the combustible TPPs. PPARs are members of the nuclear hormone receptor family that act as heterodimers with 9-*cis*-retinoid acid receptors to regulate metabolic pathways as well cell differentiation^29^. Consistent with our data, PPAR ligands, specifically ligands for PPARα and PPARγ, inhibit the activation of inflammatory gene expression and negatively interferes with the inflammatory response^30^. In addition, PPARα has been shown to decrease TLR4 levels and inhibit NF-κB signaling pathway through suppression of TLR4 transcriptional activity^31^.

In our previous study, we demonstrated that exposure to the high dose WS-CM down-regulated mRNA levels of TLR4, IRAK2 and NF-ĸB, key players in the immune response^21^. The current study confirms these results in that effector molecules related to the NF-ĸβ pathway are not increased in response to an immune stimulus when cells are pretreated with higher doses of combustible tobacco products. These results suggest that combustible products, but not STE, exert potent immune suppression due to defective signaling through the NF-ĸβ-signaling axis. Similar to our findings, exposure to cigarette smoke has also been shown to inhibit NF-ĸβ signaling and activation of pulmonary defense mechanisms in response to bacterial infections^19^.

The *ex vivo* exposure study is designed to evaluate the short-term dose-response effects on immune signaling which could inform some of the long-term effects of tobacco use on immune responses. A major limitation is that we used PBMCs from non-tobacco consumers and evaluated signaling and gene expression responses under *ex vivo* conditions, rather than utilizing PBMCs from long-term tobacco consumers. Previously we have reported on gene expression in PBMCs isolated from chronic smokers and moist snuff consumers, and short-term *ex vivo* exposures. Concordant expression was noted in several genes between PBMCs isolated from chronic tobacco users^13^, and those from non-tobacco users and treated with TPPs under the *ex vivo* conditions^21^, and thus the *ex vivo* gene expression data are useful in informing the effect of tobacco use in consumers.

In summary, treatment with medium and high dose combustible TPPs profoundly alters gene expression profiles in the agonist-stimulate PBMCs, which point to an immune-suppressive environment found in chronic inflammation. This key finding is in agreement with the known immunocompromised state of generally healthy smokers, which increases their risk for microbial infections, COPD and cancer.

## Methods

### Tobacco product preparations (TPPs)

WS-CM was generated from reference cigarettes under ISO smoking conditions as described previously^32^. Briefly WS-CM was prepared by passing smoke from four 3R4F reference cigarettes through Roswell Park Memorial Institute (RPMI) 1640 medium without phenol red using the following smoking regimen: 35-60-2, puff volume in mL, puff interval in seconds, and puff duration in seconds, respectively. The pH of the WS-CM stock solution was 7.47 and did not significantly differ with that of the RPMI medium (pH 7.5). STE was prepared by extracting 2S3 smokeless tobacco reference product (North Carolina State University Tobacco Services Analytical Laboratory) in phosphate buffered saline (PBS) for 2 hours followed by filtration. Both TPPs were aliquoted and immediately stored at −80 °C. Aliquots of WS-CM and STE/PBS were analyzed to determine the levels of nicotine, and the dosing was normalized to the nicotine content, which was expressed as equi-nicotine units (µg/mL) across all treatments^33^. TPPs were classified according to equi-nicotine units as either low dose WS-CM [0.3 µg/mL], medium dose WS-CM [1.0 µg/mL], high dose WS-CM [3.0 µg/mL], or STE (100 µg/mL).

### Cell culture and treatment

The clinical study from which samples were obtained was approved by Schulman Associates IRB, Sunrise, FL (now part of Advarra, Columbia, MD) and all subjects provided written informed consent prior to any study procedures being performed. All study procedures were conducted in accordance with applicable sections of the US Code of Federal Regulations (21 CFR 50, 54, 56) and the International Conference on Harmonisation Guidance on Good Clinical Practice.

Whole blood was collected from four healthy non-tobacco user donors at Clinical Contract Research Organization (High Point Clinical Trials Center, High Point, NC). PBMCs were then isolated from whole blood as previously described and immediately frozen and stored in a cryofreezer under liquid nitrogen^32^. PBMCs (3 × 10^6^; n = 3–4 individual donors per treatment condition) were cultured in 96 well plates containing RPMI complete medium (RPMI-CM) supplemented with l-glutamine, penicillin/streptomycin, and fetal bovine serum (10%). PBMCs were treated for three hours with either media (control), low dose WS-CM, medium dose WS-CM, high dose WS-CM, or STE. Given that WS-CM is toxic, the equi-nicotine doses of WS-CM used for treating PBMCs herein are very low, ranging from 0.3 μg/mL to 3.0 μg/mL). Under the experimental conditions, the WS-CM is non-cytotoxic^34^. The STE is minimally cytotoxic and we have used a high (100 μg/mL) in this study.

Cawood *et al*.^35^ propose that if a person smoked 20 cigarettes per a day, then each milliliter of blood would contain 0.0033 (20 cig in 6000 ml blood per person per day) cigarette’s worth of smoke-derived constituents. Current WS-CM was prepared as a stock by smoking four 3R4F cigarettes and bubbling through 20 ml RPMI serum free medium; hence, each milliliter of WS-CM contains cigarette-smoke-derived constituents at the level of 0.2 cig/mL (4/20). Such a stock WS-CM preparation may be considered to contain 60 times (0.2/0.0033) the amount constituents in comparison with the estimated blood concentrations in smokers. Thus, the 3.75% WS-CM used in this study is estimated at about 2.25 cigarettes smoked/day (60 × 3.75%), while the 7.5% and 37.5% WS-CM exposures may correspond to 4.5 and 22.5 cigarettes smoked/day respectively.

Following TPP exposure, PBMCs were washed once with RPMI-CM and then stimulated with RPMI-CM (200 µL) containing agonists [phorbol 12-myristate 3-acetate (PMA, 50 ng/mL), ionomycin (500 ng/mL), and lipopolysaccharide (LPS, 1 μg/mL)]. After five hours, PBMCs were collected, lysed, and transferred to RNALater (−80 °C)^21^. It should be noted that under the experimental conditions, WS-CM^34^, or the agonists (unpublished data) do not cause cytotoxicity. Multiple cell types including monocytes and lymphocytes respond to the agonists. Thus, we expect to detect a cumulative response to the stimulation of multiple cell types, as a diverse set of immune cells are expected to be encounter and respond to tobacco use.

### Microarray experiments

RNA isolation and microarray experiments were performed at Genome Explorations (Memphis, TN). Briefly, single stranded cDNA (ss-cDNA, 5.5 µg) was fragmented, biotin labeled, and hybridized to Affymetrix HTA 2.0 GeneChip arrays. Arrays were washed and stained using Affymetrix® fluidics stations and scanned using GeneChip® Scanner 3000. All data analysis was performed using the Bioconductor package in R. Gene expression levels were normalized using the Robust Multichip Average algorithm (RMA). The raw CEL files and normalized gene expression levels were deposited to the NCBI Gene Expression Omnibus (GEO) with accession number GSE127977.

Two-tailed statistical analysis was performed using pair-wise ANOVA, corrected for type-I error using the Benjamini-Hochberg FDR adjustment method. Analysis of variance was used to compare, low, medium, and high WS-CM groups and STE to control samples. Adjusted <0.01 p value and absolute log fold change greater than 1 “to” fold change great than 2 or less than 0.5 were established as the criteria for differential expression.

Hierarchical clustering was performed using union of the differentially expressed genes obtained in pairwise comparisons (i.e., control vs low, medium and high, and control vs STE). The function “heatmap.2” in R package “gplots” was used. The Ward’s minimum variance method, which aims at finding compact clusters, was used to perform hierarchical clustering. IPA (Qiagen) was used to conduct core analyses of genes that were differentially regulated by medium or high dose WS-CM. A comparison of these core analyses was performed, and activation *Z*-scores were obtained from the Diseases and Functions as well as the Upstream Regulators databases.

### RT-qPCR

Real-time qPCR was carried out using TaqMan™ (Thermo Fisher Scientific) gene expression assays tagged with either FAMMGB or VIC-MGB probes according to the manufacturer’s protocol. In total, 14 TaqMan™ Gene Expression Assay probes were used, and the catalog numbers were provided in the Supplementary file: four housekeeping genes (beta-2-microglobin [*β2M*], beta-actin [*β*-*actin*], peptidylprolyl isomerase A [*PPIA*], and TATA-box binding protein [*TBP*]) and ten genes (*CSF*-*1*, *CSF*-*1R*, *IFN*-*γ*, *IL*-*10*, *IL*-*17A*, *IL*-*17RA*, *IL*-*2*, *IL*-*4*, *IL*-*6*, and *TNF*-*α*). TaqMan™ gene expression assays were selected, based on TaqMan™ recommendation for best coverage of each gene. All TaqMan™ assays were supplied as a 20x stock and used at a final concentration of 1×. The following TaqMan™ probes were tagged with FAM*: β2M*, *β*-*actin*, *IL*-*10*, *IFN*-*γ*, *IL*-*17RA*, *CSF*-*1*, *IL*-*2*. In turn, the following TaqMan™ probes were tagged with VIC: *PPIA*, *TBP*, *IL*-*6*, *TNF*-*α*, *IL*-*17A*, *CSF*-*1R*, *and IL*-*4*. To minimize the number of reactions necessary to conduct the experiment, TaqMan™ probes were multiplexed according to the following (VIC-probe/FAM-probe): *β2M/PPIA*, *β*-*actin/TBP*, *IL10/IL6*, *IFN*-*γ/TNF*-*α*, *IL*-*17RA/IL*-*17A*, *CSF*-*1/CSF*-*1R*, *and IL2/IL*-*4*.

### Cytokine secretion assay

For cytokine analysis, PBMCs were pre-treated with WS-CM or STE and then stimulated with PMA (50 ng/mL), ionomycin (500 ng/mL), and LPS (1 μg/mL) as mentioned above. After 24 hours of stimulation, supernatants were collected and cytokine concentrations (IL-2, IL-4, IL-6, IL-10, TNF-α, IFN-γ, and IL-17A) were measured using a multiplex cytometric bead array assay (Th1/Th2/Th17 Cytokine Kit, BD Biosciences, San Jose, CA) and flow cytometry according to the manufacturer’s instructions. The limits of detection for the cytokines, per the manufacturer, are as follows: IFNγ (3.7 pg/mL), TNF (3.8 pg/mL) and IL-2 (2.6 pg/mL).

## Supplementary information

Supplementary Material

## References

[1] Bagaitkar J, Demuth DR, Scott DA (2008). Tobacco use increases susceptibility to bacterial infection. Tob. Induc. Dis..

[2] Bullen C (2008). Impact of tobacco smoking and smoking cessation on cardiovascular risk and disease. Expert Rev. Cardiovasc. Ther..

[3] Feng Y (2011). Exposure to cigarette smoke inhibits the pulmonary T-cell response to influenza virus and Mycobacterium tuberculosis. Infect. Immun..

[4] Obeidat ME (2018). The genetics of smoking in individuals with chronic obstructive pulmonary disease. Respir. Res..

[5] Sopori M (2002). Effects of cigarette smoke on the immune system. Nat. Rev. Immunol..

[6] Qiu F (2017). Impacts of cigarette smoking on immune responsiveness: Up and down or upside down?. Oncotarget.

[7] Shiels MS (2014). Cigarette Smoking and Variations in Systemic Immune and Inflammation Markers. J. Natl. Cancer Inst..

[8] Forsslund H (2014). Distribution of T-Cell Subsets in BAL Fluid of Patients With Mild to Moderate COPD Depends on Current Smoking Status and Not Airway Obstruction. Chest.

[9] Stampfli MR, Anderson GP (2009). How cigarette smoke skews immune responses to promote infection, lung disease and cancer. Nat. Rev. Immunol..

[10] Arcavi L, Benowitz NL (2004). Cigarette smoking and infection. Arch. Intern. Med..

[11] Zeller M, Hatsukami D (2009). The Strategic Dialogue on Tobacco Harm Reduction: a vision and blueprint for action in the US. Tob. Control.

[12] Rom O, Avezov K, Aizenbud D, Reznick AZ (2013). Cigarette smoking and inflammation revisited. Respir. Physiol. Neurobiol..

[13] Arimilli S, Madahian B, Chen P, Marano K, Prasad GL (2017). Gene expression profiles associated with cigarette smoking and moist snuff consumption. BMC Genomics.

[14] Arimilli Subhashini, Schmidt Eckhardt, Damratoski Brad E., Prasad G. L. (2017). Role of Oxidative Stress in the Suppression of Immune Responses in Peripheral Blood Mononuclear Cells Exposed to Combustible Tobacco Product Preparation. Inflammation.

[15] Mian MF, Lauzon NM, Stämpfli MR, Mossman KL, Ashkar AA (2008). Impairment of human NK cell cytotoxic activity and cytokine release by cigarette smoke. J. Leukoc. Biol..

[16] Mian MF, Pek EA, Mossman KL, Stampfli MR, Ashkar AA (2009). Exposure to cigarette smoke suppresses IL-15 generation and its regulatory NK cell functions in poly I:C-augmented human PBMCs. Mol. Immunol..

[17] Kalra R, Singh SP, Savage SM, Finch GL, Sopori ML (2000). Effects of cigarette smoke on immune response: chronic exposure to cigarette smoke impairs antigen-mediated signaling in T cells and depletes IP3-sensitive Ca(2+) stores. J. Pharmacol. Exp. Ther..

[18] Metcalfe HJ (2014). Effects of cigarette smoke on Toll-like receptor (TLR) activation of chronic obstructive pulmonary disease (COPD) macrophages. Clin. Exp. Immunol..

[19] Manzel LJ, Shi L, O’Shaughnessy PT, Thorne PS, Look DC (2011). Inhibition by cigarette smoke of nuclear factor-kappaB-dependent response to bacteria in the airway. Am. J. Respir. Cell Mol. Biol..

[20] van Leeuwen DM (2005). Differential Gene Expression in Human Peripheral Blood Mononuclear Cells Induced by Cigarette Smoke and Its Constituents. Toxicol. Sci..

[21] Arimilli S, Makena P, Liu G, Prasad GL (2019). Distinct gene expression changes in human peripheral blood mononuclear cells treated with different tobacco product preparations. Toxicol. In Vitro.

[22] Mertens Tinne C. J., van der Does Anne M., Kistemaker Loes E., Ninaber Dennis K., Taube Christian, Hiemstra Pieter S. (2017). Cigarette smoke differentially affects IL-13-induced gene expression in human airway epithelial cells. Physiological Reports.

[23] Chen H, Cowan MJ, Hasday JD, Vogel SN, Medvedev AE (2007). Tobacco smoking inhibits expression of proinflammatory cytokines and activation of IL-1R-associated kinase, p38, and NF-kappaB in alveolar macrophages stimulated with TLR2 and TLR4 agonists. J. Immunol..

[24] Ouyang Y (2000). Suppression of human IL-1beta, IL-2, IFN-gamma, and TNF-alpha production by cigarette smoke extracts. J. Allergy Clin. Immunol..

[25] Pelham CJ, Agrawal DK (2014). Emerging roles for triggering receptor expressed on myeloid cells receptor family signaling in inflammatory diseases. Expert Rev. Clin. Immunol..

[26] Palumbo R (2007). Cells migrating to sites of tissue damage in response to the danger signal HMGB1 require NF-kappaB activation. J. Cell Biol..

[27] Cheng Y (2017). HMGB1 translocation and release mediate cigarette smoke-induced pulmonary inflammation in mice through a TLR4/MyD88-dependent signaling pathway. Mol. Biol. Cell.

[28] Georgescu M-M (2010). PTEN Tumor Suppressor Network in PI3K-Akt Pathway Control. Genes Cancer.

[29] Moraes LA, Piqueras L, Bishop-Bailey D (2006). Peroxisome proliferator-activated receptors and inflammation. Pharmacol. Ther..

[30] Cuzzocrea S (2004). Role of endogenous and exogenous ligands for the peroxisome proliferators activated receptors alpha (PPAR-alpha) in the development of inflammatory bowel disease in mice. Lab. Invest..

[31] Shen W (2014). Negatively regulating TLR4/NF-κB signaling via PPARα in endotoxin-induced uveitis. Biochim. Biophys. Acta. Mol. Basis Dis..

[32] Arimilli S, Damratoski BE, Bombick B, Borgerding MF, Prasad GL (2012). Evaluation of cytotoxicity of different tobacco product preparations. Regul. Toxicol. Pharmacol..

[33] Arimilli S, Damratoski BE, Prasad GL (2013). Combustible and non-combustible tobacco product preparations differentially regulate human peripheral blood mononuclear cell functions. Toxicol. In Vitro.

[34] Arimilli, S., Damratoski, B. E. & Prasad, G. L. Methods to evaluate cytotoxicity and immunosuppression of combustible tobacco product preparations. *J. Vis. Exp*., 52351, 10.3791/52351 (2015).10.3791/52351PMC435451525650834

[35] Cawood TJ, Moriarty P, O’Farrelly C, O’Shea D (2007). Smoking and thyroid-associated ophthalmopathy: A novel explanation of the biological link. J. Clin. Endocrinol. Metab..

# Supplementary material for: Cigarette smoke preparations, not moist snuff, impair expression of genes involved in immune signaling and cytolytic functions
**Source:** Sci Rep. 2019 Sep 16;9:13390. doi: 10.1038/s41598-019-48822-w
**Supplement:** Supplementary file 1 — Supplementary Material

**Supplementary Information**

# **Cigarette smoke preparations, not moist snuff, impair expression of genes involved in immune signaling and cytolytic functions**

SREP-19-11526

Gang Liu^1^, Subhashini Arimilli^2^, Evan Savage^3^, and G. L. Prasad^1^

**Supplementary Table S1** – Summary list of all significantly differentially expressed probesets when PBMCs were treated with medium WS-CM (1 µg/ml equal-nicotine units). Column headers are: ProbeID: Probe identification number, Gene, Gene Name, p_val_unAdjust: raw p value computed using ANOVA, Pval_adj_FDR0.01, FDR-adjusted p value (0.01 as cut-off), FC, fold change.

**Supplementary Table S2** – Summary list of all significantly differentially expressed probe sets and their corresponding genes when PBMCs were treated with high WS-CM (3 µg/ml equal-nicotine units). Column header descriptions were provided in Supplementary Table S1.

**Supplementary Table S3** – Pearson Correlation of select gene expression levels measured by microarray and qRT-PCR experiments. The expression of the following genes was assessed by qRT-PCR: CSF1, CSF1R, IFNG, IL10, IL17A, IL17RA, IL2, IL4, IL6, TNF.

**Supplementary Table S4 –** A list of z-scores describing the impact of medium and high WS-CM treatments on curated biological pathways. The first column lists all the canonical pathways in IPA knowledge database, the second and third columns provide the corresponding z-scores for medium and high WS-CM treatments.

**Supplementary Table S5** – A list of z-scores describing the impact of medium and high WS-CM treatments on upstream regulators. The fist column lists all the upstream regulators in IPA knowledge database, the second and third columns are the corresponding z-scores in the condition of medium and high WS-CM treatment.

**Supplementary Table S6 –** A list of z-scores describing the impact of medium and high WS-CM treatment on disease pathways and biological functions. The fist column lists all the upstream regulators in IPA knowledge database, the second and third columns are the corresponding z-scores in the condition of medium and high WS-CM treatment.

## Supplementary Figure S1: Comparison of gene expression in PBMCs treated with medium and high doses of WS-CM. (a) Venn diagram of differentially expressed genes in PBMCs that were up-regulated (>2-fold change) following treatment with high or medium doses of WS-CM. (b) Venn diagram of differentially expressed genes in PBMCs that were down-regulated (>2-fold change) following treatment with high or medium doses of WS-CM. A notable number of genes were commonly upregulated (278) and downregulated (806) between the medium and high doses of WS-CM.

# **Supplementary Figure S1.**

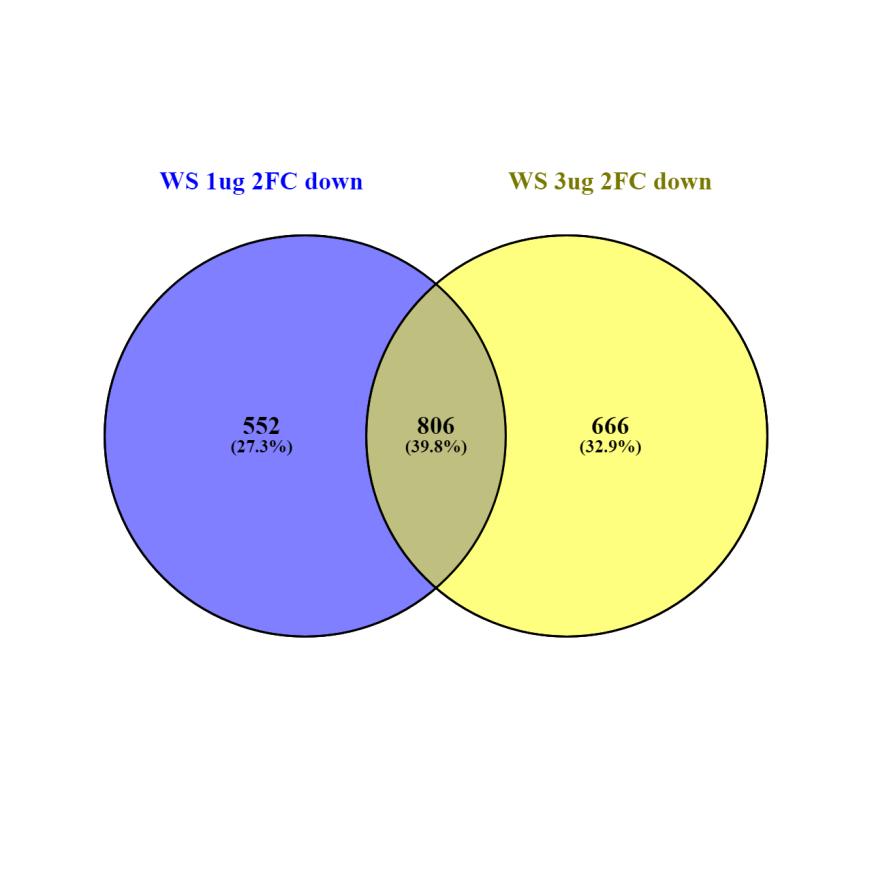

High WS-CM

Medium WS-CM

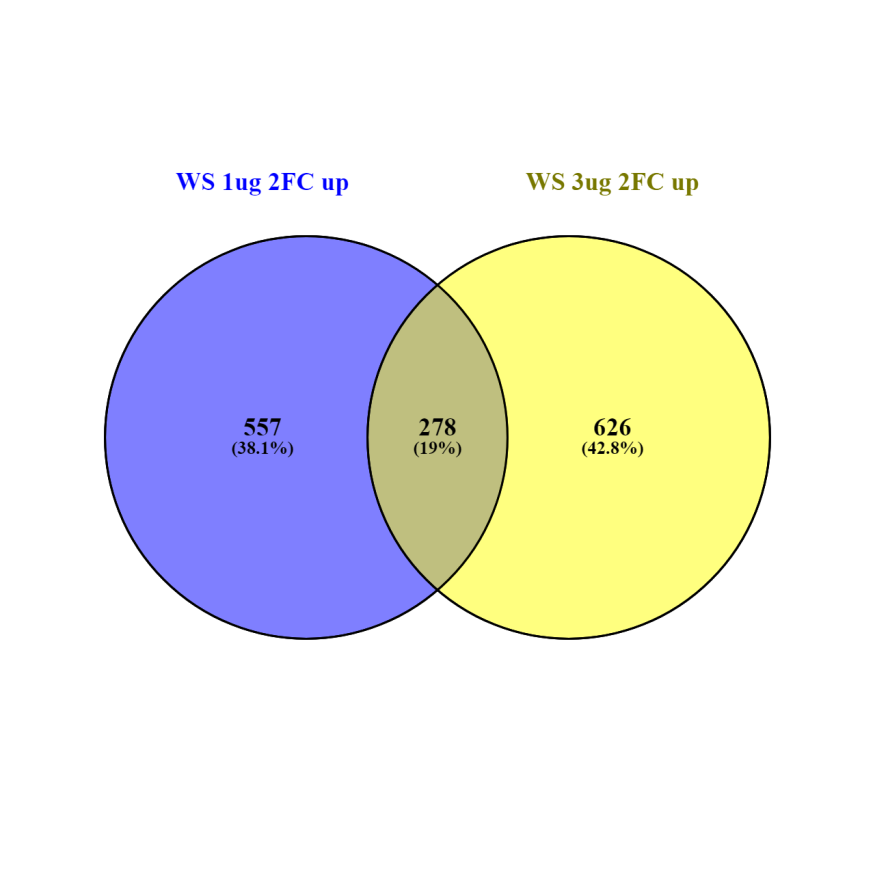

Medium WS-CM

High WS-CM

A

B

How the deposited data were processed for this re-analysis (not part of the article)

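Gene expression was measured in PBMCs of healthy donors that were pre-treated for 3 h with medium, with 1 of 3 doses of WS-CM or with STE, and stimulated for 5 h with PMA, ionomycin and LPS. RNA was hybridized to 19 Affymetrix HTA 2.0 arrays, with 4 arrays each for control, low and medium dose WS-CM and STE and 3 arrays for high dose WS-CM. Conditions were taken from the sample labels. Replicates carry the numbers in the labels. The labels do not say which arrays of different treatments share a donor, so the tests are not paired and a donor effect stays in the spread between arrays. The label numbers fall in 4 sets of 5 consecutive numbers (21 to 25 and so on to 40), each with 1 array per treatment, except that the last has no high dose array. Deviations of arrays from their treatment means had a Pearson's r, across probe sets, of -0.0415 to 0.484 (mean 0.275) in 36 pairs from the same set, 35 of them over 0.1, and of -0.371 to 0.184 (mean -0.0916) in 108 pairs from other sets. The exception is a pair of the high dose and STE. The sets were therefore also fitted as a block in limma and camera, which was decided after the values were seen, and the fits without the block stay the ones reported. If the sets are the donors, which the labels do not say, the fits without the block ignore a pairing.

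The values used are log2 expression levels per probe set as deposited by the authors. The paper's methods state that the array data were normalized by RMA with Bioconductor in R, and the submitters' processing notes name Affymetrix Expression Console and RMA, neither with a version. RMA corrects for background, applies quantile normalization between arrays and summarizes the probes of a probe set on a log2 scale. The values are rounded to 2 decimals and run from 2.1 to 19.93. A total of 8225 values in 742 probe sets lie above 16, the limit of a 16-bit scanner on the log2 scale, and neither source says how they arose, so differences between levels that high carry an unknown scale. Fold changes in the paper's text are smaller than those here for genes below 16 as well, so fold changes at lower levels also hold on the deposited scale only. No further normalization was applied for the values reported at the paper's statements. The raw array files were not used here.

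Of 70523 features, 2995 control features were left out and 67528 probe sets were tested. The platform annotation gives 1 gene for 23781 of them, several for 1543 and none for 42204. Values of single genes come from probe sets that name that gene alone, and where several do so (479 genes), from the one with the highest mean over the 19 arrays. The list tests used 22465 genes chosen in this way. The median SD between the arrays of a treatment was 0.164 for control, 0.185, 0.182 and 0.191 for low, medium and high dose WS-CM and 0.170 for STE. Pearson's r between arrays of a treatment was 0.978 to 0.991. No 2 arrays were identical. The median standard error of a difference from control was 0.129 with the low, 0.130 with the medium and 0.145 with the high dose and 0.123 with STE, and the numbers of arrays, 3 or 4 per treatment, limit the precision.

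A total of 9 comparisons were made: each treatment with control, medium with low, high with medium, and each WS-CM dose with STE. Each was fitted on its own arrays with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over the 67528 probe sets. A probe set was called at an adjusted p under 0.01, the threshold in the paper's methods, and counted again with an absolute log2 fold change above 1. The arrays were placed by principal components of the centred, unscaled log2 values, by Euclidean distances with exact permutation tests, and by Ward clustering (ward.D2) of the probe sets called beyond a 2-fold change in any treatment. Overlap of the medium and high doses was set against independent lists and against the controls parted 2 and 2, and the correlation and covariance of their fold changes also against 100 simulations of unchanged treatments with the same controls. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

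A total of 36 gene lists with 649 genes were fixed before the data were examined, together with the tests, the rule for naming genes and the alternatives, except where a test is said to have been chosen later. Of the list genes 563 were measured by a probe set that names them alone, and the 13 mitochondrially encoded genes had none, which left 35 lists. The results of 1 of the 35 are not reported. The lists follow the pathways the paper discusses, stress responses, metabolism and the marker genes of the blood cells a PBMC preparation can hold. Some genes, such as TNF and CXCL8, are in several lists, so list calls are not independent of each other. Each was tested with camera (limma) at a preset correlation of 0.01 between genes, two-sided, with Benjamini-Hochberg adjustment over the 35 lists, and was called at an adjusted p under 0.05. Members called over all probe sets, and members called with adjustment over the list alone, were counted beside it. A list's value in bulk RNA can change with the cells or with their number.

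Genes were named by a rule: every gene the paper names, some of whose values had been seen in its text and Fig. 3; the 8 largest called increases and the 8 largest called decreases without overlap between the arrays, for the medium and for the high dose against control; the 5 largest each way for low dose WS-CM and STE against control, for low dose WS-CM against STE and for the high against the medium dose; up to 4 called members with the largest change in each list, or 2 members with the smallest p where none was called; and the housekeeping genes of the RT-qPCR. Genes that tell the sex of a donor were left out.

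Simulated arrays had the spread of each probe set pooled over the 5 groups and the numbers of arrays of each comparison. The tests were tried on these arrays with 200 probe sets changed. At a change of 2 log2 units, limma called a share of 0.909, 0.818, 0.894 and 0.864 of them in the layout of the low, medium and high dose and of STE, and at 1 log2 unit 0.382, 0.412, 0.265 and 0.294. With the heat shock genes shifted by 1 log2 unit, camera called that list and 0 others. The simulated genes were drawn independently of each other, so this does not test the list calls where genes vary together.

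The alternatives were a fit of all 5 groups, the methods' pairwise test without moderated variances, an intensity trend in limma's prior, array weights (statmod 1.5.0), a second quantile normalization, centring of each array on the housekeeping genes B2M, ACTB and TBP, the 33757 probe sets with a mean above the median of 4.758, the probe sets that name exactly 1 gene, an adjusted p under 0.05, no fold threshold, leaving out each array in turn, and the controls parted 2 and 2. For the lists they were a correlation estimated from the arrays, the rotation test fry, and the mean of a gene's probe sets, and for the placement of the arrays unit variance per probe set, the first 3 components, ward.D, and all probe sets. Chosen after the values were seen were the block of sets of consecutive numbers, for the lists also together with an estimated correlation, the fold threshold on rescaled differences, alone and with the unmoderated test, the shared counts for probe sets that name exactly 1 gene, and the distance tests over the splits that part each set of consecutive numbers. Every comparison was also repeated on the 34 other splits of its arrays into groups of the same sizes. Arrays of unstimulated cells, the RT-qPCR values and the pathway tables of the paper were not analysed here.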

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

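The tests of a lower share of T cells, of genes at the markers' level and of the sets of consecutive numbers, and the comparison of STE with low dose WS-CM in the interferon-stimulated genes, were chosen only after the results were seen.

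In the single arrays, 22 of 532 groups of 4 arrays held a value far from the other 3 by Dixon's test, where chance alone gives about 26.6 (1 in 20), so their number is not above what chance gives. With low dose WS-CM, replicate 32 lay 99.3 log2 units from the control mean (others 103.3 to 103.8) and replicate 22 had BCL2L1 at 8.35 (others 7.32 to 7.43). In control arrays, replicate 26 stood apart in IL10 (10.67, others 9.14 to 9.31), in IL6 (13.16, others 13.81 to 13.93) and in the mean of the Th2 genes (9.73, others 8.88 to 9.01), replicate 36 in CSF1R (6.5, others 6.12 to 6.16) and replicate 21 in PLK2 (7.31, others 7.82 to 7.91). In medium dose arrays, replicate 23 stood apart in IL5 (4.84, others 4.29 to 4.38), IRF4 (10.69, others 9.67 to 9.84), MNDA (6.94, others 7.94 to 8.12), TNFRSF9 (7.94, others 5.74 to 6.05) and TREM1 (11.96, others 13.03 to 13.1). Medium dose replicate 38 did so in IL2RA (7.08, others 7.81 to 7.89) and NFKB2 (10.29, others 11.14 to 11.31), replicate 28 in KLF4 (9.89, others 9.22 to 9.27), and replicate 33 in the mean of the TLR receptors, adaptors and kinases (7.11, others 7.26 to 7.29). With STE, replicate 35 stood apart in CXCL2 (14.27, others 14.58 to 14.62) and IL1B (15.65, others 16.25 to 16.31), replicate 25 in IL17RA (9.79, others 10.1 to 10.16) and TLR1 (6.14, others 5.55 to 5.63), and replicate 30 in IL2RA (17.02, others 16.38 to 16.48) and in the mean of the housekeeping genes (14.21, others 14.03 to 14.06).

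Some effects against control had opposite directions in 2 treatments and differed in the direct test of the treatments. The median of the heat shock genes was 1.72 log2 units above control with the medium dose and at -0.45 with the high dose, and the direct median difference of high from medium was -2.47 (17 of 19 genes lower, camera adjusted p = 1.25e-20, adjusted p = 0.306 with an estimated correlation). The value against control with the high dose is not called without high WS-CM replicate 34 (adjusted p = 0.0654). HSPB1 had 3.17 and -1.68 against control and -4.85 in the direct test (adjusted p = 3.37e-04 from limma), FKBP4 2.18 and -3.32 with -5.50 (adjusted p = 5.64e-05), and GCLM 2.77 and -4.89 with -7.66 (adjusted p = 1.34e-04). HSPB1 with the high dose is not called without any 1 of high WS-CM replicates 24, 29 and 34 or control replicates 26 and 31. Against STE, the heat shock genes had a direct median of 2.45 with the medium dose (18 of 19 genes higher, camera adjusted p = 2.60e-12, adjusted p = 0.133 with an estimated correlation) and 0.96 with the low dose (1 of 19 higher, 13 adjusted over the list alone, camera adjusted p = 4.06e-10, adjusted p = 0.265 with an estimated correlation). The monocyte marker genes had 2.86 with the medium dose against STE (16 of 18 genes higher, camera adjusted p = 1.76e-09, adjusted p = 0.162 with an estimated correlation) and 4.70 with the high dose (18 of 18 higher, camera adjusted p = 1.47e-14, adjusted p = 0.0708 with an estimated correlation). The ribosomal protein genes were slightly lower than with STE, by a median of -0.22 with the low, -0.39 with the medium and -0.58 with the high dose (camera adjusted p = 0.0027, 0.0049 and 1.05e-04, adjusted p = 0.61, 0.626 and 0.498 with an estimated correlation), with 0, 2 and 3 of 21 genes called.

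The paper does not discuss several lists that camera called against control. With the low dose these were the NRF2 targets (median 0.83), the aryl hydrocarbon receptor targets (0.27), the heat shock genes (0.41, camera adjusted p = 0.00495, not called without control replicate 36 at 0.194 or with centring on the housekeeping genes at 0.187) and the NK-cell markers (-0.23, camera adjusted p = 0.0236, not called without low WS-CM replicate 27 or control replicate 36, up to 0.516), and, with no member called over the list alone, the interferon-stimulated genes (-1.70, camera adjusted p = 9.76e-11), the glycolysis genes (-0.60), the unfolded protein and ATF4 response (-0.31) and the ribosomal protein genes (-0.03, camera adjusted p = 0.0454, not called with the block at 0.0853). For the medium dose they were the heat shock genes (1.72), the unfolded protein and ATF4 response (-0.62), the metallothioneins (-1.26), the interferon-stimulated genes (-3.21), the monocyte markers (1.93), the glycolysis genes (-1.15), the platelet markers (0.35, camera adjusted p = 0.0247, not called without medium WS-CM replicate 33 at 0.0509) and the ribosomal protein genes (-0.17, camera adjusted p = 0.015, not called without control replicate 36 at 0.0625). The last 2 were not called with centring on the housekeeping genes either (0.0505 for both). For the high dose they were the p53 targets (-0.35), the heat shock genes (-0.45), the unfolded protein and ATF4 response (-0.91), the metallothioneins (-1.19), the interferon-stimulated genes (-3.32), the monocyte markers (4.22), the NK-cell markers (-1.46), the ribosomal protein genes (-0.38), the glycolysis genes (-1.14), the T-cell markers (-1.16, camera adjusted p = 0.0152, not called without high WS-CM replicate 29 or control replicate 36, up to 0.0529) and the B-cell markers (0.83, camera adjusted p = 0.0152, not called without high WS-CM replicate 34 at 0.0695). With STE they were the NRF2 targets (0.21, not called without any 1 of STE replicates 25, 30 and 40 or control replicates 31 and 36, up to 0.149), the aryl hydrocarbon receptor targets (0.17), the immediate early genes (-0.39, camera adjusted p = 1.26e-05), the interferon-stimulated genes (-2.54), the monocyte markers (-0.46) and the glycolysis genes (-0.39, camera adjusted p = 2.57e-07), and, with no member called over the list alone, the heat shock genes (-0.63, camera adjusted p = 1.57e-07) and the ribosomal protein genes (0.18, camera adjusted p = 0.00802). Of these calls 1 also passed 0.05 with a correlation estimated from the arrays, namely that of the aryl hydrocarbon receptor targets with the low dose (adjusted p = 0.0266).

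The number of probe sets called in each comparison was set against the other splits of the same arrays. Arrays of a set of consecutive numbers deviate together (r over 0.1 in 35 of 36 pairs), so a split that keeps 2 arrays of a set on one side differs in kind from the real one, which parts each set, and only 8 of the 35 splits part each set. These are too few for a share under 0.05. Over the 35 splits, the real one and the highest of the others gave 17 and 1 for the low dose, 10562 and 0 for the medium dose, 9612 and 0 for the high dose and 21 and 1 for STE against control, 6576 and 0 for medium against low, 3017 and 0 for high against medium, and 11031, 10123 and 182 with 0 each for medium, high and low dose WS-CM against STE, and in each case 1 split, the real one, gave so many. The other 7 splits that part each set called 0 in each comparison. With the sets as a block limma called 0 for the low dose against STE (13608 at an unadjusted p under 0.05). For the number of gene lists a share under 0.05 cannot come from these 8 splits either, and others among them often called as many lists. With the real one counted, as many were called in 2, 4, 2 and 2 of the 8 for the low, medium and high dose and STE against control. This was 4 for medium against low, 1 for high against medium, and 1, 2 and 1 for medium, high and low dose WS-CM against STE. The real number and the highest other among these splits were 20 and 21 for the low dose, 17 and 17 for the medium dose, 20 and 22 for the high dose and 16 and 16 for STE against control, 12 and 13 for medium against low, 19 and 15 for high against medium, and 16 and 15, 18 and 18, and 14 and 11 for medium, high and low dose WS-CM against STE. Over the 35 splits, as many lists as in the real one were called in 4, 10, 3 and 4 splits against control, in 11 for medium against low, in 1 for high against medium (highest other 15), and in 5, 3 and 1 against STE (highest other 18, 19 and 13). Apart from high against medium and low against STE, relabelled arrays thus gave as many list calls as the real split.

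The monocyte marker genes were higher with the high dose by a median of 4.22 log2 units. T cells are the main cell type of PBMCs. If levels per cell are unchanged, which was not tested, a lower share of T cells would raise the markers of the other cell types alike. The mean difference was 4.64 (SE 0.48) for monocyte markers, 1.15 (SE 0.28) for B-cell markers and -2.73 (SE 1.13) for NK-cell markers. The smaller of the 2 gaps to the other types was 3.49 (SE 0.56). On that premise this gap argues against a lower share of T cells as the whole cause. Each SE in this paragraph is taken across the marker genes of a list, which can vary together, and not between arrays. Scaling that moves genes of one level alike is argued against by the markers' mean excess of 4.81 (SE 0.46) over the other genes of their control level, while the median of 4.26 after centring on the housekeeping genes decides nothing, since that centring moved it by 0.0431. A higher share of monocytes among the living cells stays open, as does a lower share of T cells as part of the cause. So does the decline of these transcripts in stimulated control monocytes, which the high dose may prevent. These may act together, no value here separates them, and other causes were not tested. The paper states that neither WS-CM nor the agonists were cytotoxic under its conditions, which was not examined here.

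The interferon-stimulated genes had a median of -2.54 log2 units with STE against control. One array as the cause is argued against, since the median closest to 0 with 1 array left out was -2.22 (without control replicate 36). Within the sets of consecutive numbers STE lay below control in each of the 4, by 1.74 to 3.18, and of the 8 splits that part each set 1 gave a difference of the list's mean as large (real -2.50, highest other 1.63), too few splits for a share under 0.05. Over all 35 splits 2 gave as much (highest other 2.50, from a split that parts 2 of the 4 sets). The means per array were 11.05 ± 1.02 (SD, n = 4) in control, with arrays from 9.58 to 11.82, 9.33 ± 1.21 with the low, 7.84 ± 0.17 with the medium and 7.78 ± 0.53 with the high dose, and 8.56 ± 0.82 with STE. Whether the list was high in the control arrays rather than low in each treatment cannot be told apart, because control is the only group without a tobacco preparation. STE did not differ from the low dose in an exact two-sided test (p = 0.343, difference -0.77), which does not show that they are equal. An effect of STE or of its buffer on the interferon response may be among the explanations that stay open, since control cells got medium without that buffer.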

How the results depend on the processing

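The settings with a rescaled fold threshold, the shared counts for probe sets that name exactly 1 gene, the block of sets of consecutive numbers, and the distance tests over the splits that part each of these sets were chosen only after the values were seen.

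Across the alternatives, 17866 values of named genes kept their direction and their side of the threshold, 289 passed the threshold only under the alternative, 1009 no longer passed it and 0 reversed. Of the values of single lists, 3854 kept both, 158 passed only under the alternative, 466 no longer passed and 1 reversed. Array weights, the mean of a gene's probe sets and ward.D moved no count of probe sets, lists or clusters by more than 1.5 times, apart from counts beyond a 5-fold change. Where no reason is given, the cause was not tested.

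One fit of all 5 groups, which pools the spread over more arrays, called 165 probe sets with the low dose (16 up and 98 down beyond the fold threshold) and 169 with STE (42 up and 87 down), 6244 for high against medium, 1099 for low against STE, and 2 and 1 genes of the RT-qPCR panel with the low dose and STE. The methods' pairwise test without moderated variances called 1 with the low dose (1 up, 0 down, beside 8865 at an unadjusted p under 0.05), 6718 with the medium dose, 4123 with the high dose (1669 up and 1600 down), 0 with STE (0 up, 0 down, beside 6517 at an unadjusted p under 0.05 and 21 with limma), 3362 for medium against low, 212 for high against medium, 5290 for high against STE and 1 for low against STE, with 731 shared up and 1043 shared down. An adjusted p under 0.05 called 144 with the low dose (21 up and 61 down), 17173 with the medium, 16103 with the high dose, 256 with STE (44 up and 119 down), 11589 for medium against low, 6924 for high against medium, and 16925, 16144 and 2274 for medium, high and low against STE. Without the fold threshold 3153 probe sets were shared up.

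The intensity trend in the prior gave 5 down with the low dose and 34 for low against STE. A second quantile normalization gave 106 for low against STE. Centring on the housekeeping genes moved the median difference of all probe sets to 0.25, 0.37, 0.14 and -0.03 with the low, medium and high dose and STE (0.07, 0.08, 0.09 and 0.02 without it), and to 0.11 for medium against low, -0.23 for high against medium, and 0.40, 0.17 and 0.28 for medium, high and low against STE. It gave 5 down with the low dose, 26311 called with the medium dose (6668 up), 29677 for medium against STE and 12 lists for high against medium. Probe sets that name exactly 1 gene, which are fewer, gave 5959 with the medium dose (1504 up and 1893 down), 5649 with the high dose (1707 and 2081), 12 with STE (1 and 9), 4223 for medium against low, and 6535, 6206 and 453 for medium, high and low against STE. The brighter probe sets gave 294 for low against STE, 13 lists with the low dose and 11 for high against medium, and shares of 59.3% and 5.57% for PC1 and PC3. The rescaled fold threshold gave 1379 up and 1379 down with the medium and 1513 and 1781 with the high dose, and together with the unmoderated test 1135 and 1187, and 868 and 1096. Shared up and down were 633 and 1061 with it, 338 and 664 with both, and 787 and 1412 for probe sets that name exactly 1 gene.

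The block of sets of consecutive numbers called 22 probe sets with the low dose (5 up and 17 down beyond the fold threshold), 35 with STE (5 and 30), 1461 for high against medium, 5880 for high against STE and 0 for low against STE (13608 at an unadjusted p under 0.05, 182 with limma without it), and 1 panel gene with the low dose. It moved no count of lists or shared probe sets by more than 1.5 times, and in the other comparisons none of probe sets. With the block and an estimated correlation camera called 0 lists in each comparison (1 to 7 at an unadjusted p under 0.05, 12 to 20 with the preset correlation and no block).

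With the correlation of list genes estimated from the arrays, camera called 4 lists with the low dose, 0 with the medium (10 at an unadjusted p under 0.05, 17 with the preset correlation), 7 with the high dose and 2 with STE, and 0 in the other 5 comparisons (5 to 10 at an unadjusted p under 0.05), where the preset correlation called 12 to 19 and fry 11 to 26. The rotation test fry called 9 lists with the low dose, 26 with the medium dose, 9 with STE and 21 for medium against low. The direction of 1 list reversed with fry, that of the TLR signaling genes of the paper for high against medium (higher, adjusted p = 0.0272). Over the splits that part each set of consecutive numbers, each of the 9 distance values had p = 0.125 (exact permutation test), the smallest these splits allow. In the first 3 components the excess distance of STE from control was -2.88 (exact permutation test, p = 0.6) and that of the low dose 16.4 (p = 0.0571). With unit variance per probe set the STE distance was 12.0 (exact permutation test, p = 0.0571) and PC1 and PC3 held 25.5% and 9.50%. Ward clustering kept 3 treatments whole on all probe sets and 4 on those called at an adjusted p under 0.05, against 5. With the controls parted 2 and 2, the 6 assignments shared 766, 589, 696, 648, 713 and 844 up, and 1336, 958, 1300, 1074 and 1230 down in assignments 1 to 5. There each comparison has 2 control arrays.

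Leaving out each array in turn gave 1 to 2 probe sets with the low dose (1 to 2 up, 0 to 1 down), 0 to 20 with STE (0 to 8 up, 0 to 12 down), 7968 to 9404 with the medium (3215 to 3618 up, 2537 to 2949 down) and 6452 to 8725 with the high dose (2950 to 3942 up, 2413 to 3344 down). The other comparisons gave 4730 to 5521 for medium against low, 1405 to 2088 for high against medium, and 8669 to 9885, 7243 to 9270 and 1 to 30 for medium, high and low against STE. The low dose count was 1 without control replicate 21 or 31 or low WS-CM replicate 22 or 37 and 2 without control replicate 26 or 36 or low WS-CM replicate 27 or 32. The STE count was 0 without control replicate 21 or 31 or STE replicate 30 or 35, 1 without control replicate 26 or STE replicate 40, 10 without control replicate 36 and 20 without STE replicate 25. That for high against medium was 1457 and 1701 without medium WS-CM replicates 23 and 33 and 1822, 1405 and 1589 without high WS-CM replicates 24, 29 and 34. That for low against STE was 28, 2, 29 and 10 without low WS-CM replicates 22, 27, 32 and 37 and 30, 16, 1 and 25 without STE replicates 25, 30, 35 and 40. These settings have 1 array fewer. Shared probe sets ranged from 1458 to 1949 up and from 1649 to 2172 down. Lists ranged from 13 to 21 with the low, 15 to 19 with the medium and 19 to 22 with the high dose, 14 to 20 with STE, 12 to 15 for medium against low, 15 to 21 for high against medium, and 15 to 18, 15 to 19 and 10 to 18 for medium, high and low against STE. Panel genes ranged from 7 to 8 with the medium, 10 to 10 with the high and 0 to 0 with the low dose and STE. The excess distances ranged from 11.2 to 15.0 with the low dose (exact permutation test, p = 0.0571 without control replicate 31), 115.0 to 121.6 with the medium, 141.8 to 159.9 with the high dose and 10.9 to 17.2 with STE (p = 0.0571 without control replicate 36).

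Signal over background limits what can be said of dim probe sets. The 33757 brighter ones have a mean above 4.758, and no background level comes with the values, so which of the dimmer ones lie above it was not tested.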

Differences from the paper's values

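The rescaled fold thresholds, the shared counts for probe sets that name exactly 1 gene and the block of sets of consecutive numbers were chosen only after the values were seen, and the other alternatives were set before the data were examined.

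The paper reports counts at an adjusted p under 0.01, and counts here use the same threshold. Its text describes the probe sets counted as induced by stimulation and does not say how such probe sets were chosen. Counts here cover all 67528 probe sets, and no arrays of unstimulated cells were used, so the sets counted may differ. With the low dose the paper has 0 called probe sets and 17 were called here by limma (9059 at an unadjusted p under 0.05). None of the alternatives gives the paper's 0, and the methods' pairwise test without moderated variances gives 1. With STE the paper has 0 and 21 were called here (7255 at an unadjusted p under 0.05). That unmoderated test gives 0 (6517 at an unadjusted p under 0.05), as does leaving out control replicate 21, control replicate 31, STE replicate 30 or STE replicate 35, and the other alternatives do not. For the medium dose the paper has 4808 and 10562 were called here. The count is within 1.5 times the paper's with the unmoderated test (6718) and with probe sets that name exactly 1 gene (5959), and not with the others. For the high dose the paper has 4439 and 9612 were called here, with 4123 in the unmoderated test, 5649 for probe sets that name exactly 1 gene and 6452 without high WS-CM replicate 29 within 1.5 times the paper's, and the others not.

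Beyond a 2-fold change the paper has 835 up and 1358 down with the medium dose, against 3698 and 2874 here. The down count is within 1.5 times with probe sets that name exactly 1 gene (1893), and no alternative set in advance brings the up count there. With the high dose the paper has 904 and 1472, against 3757 and 3286 here, and the down count is within 1.5 times in the unmoderated test (1600) and with probe sets that name exactly 1 gene (2081), the up count with none. Beyond 5-fold the paper has 74 up and 186 down with the medium dose against 719 and 849 here, and 157 and 329 with the high dose against 902 and 1220, and no alternative set in advance closes these gaps. The paper's differentially expressed genes number 2913 with the medium dose, against 6572 probe sets here (3397 with probe sets that name exactly 1 gene is within 1.5 times), and 2376 with the high dose, against 7043 (3269 in the unmoderated test is within 1.5 times), and the other alternatives set in advance do not reach these. The paper's 904 and 1472 add up to its 2376, but its 835 and 1358 do not add up to its 2913. Against the sum of 835 and 1358, the 3397 is over 1.5 times. The paper has 278 genes up with both doses against 1897 probe sets here, which no alternative set in advance reaches, and 806 down against 2111, where 1043 in the unmoderated test and 958 and 1074 with the controls parted 2 and 2 (assignments 2 and 4) are within 1.5 times. Probe sets that name exactly 1 gene, a setting chosen for these counts after the values were seen, give 787 up and 1412 down with both doses, and the block of sets of consecutive numbers, also chosen after the values were seen, gives 1820 and 2080 and brings none of the counts here within 1.5 times. A threshold on differences multiplied by 0.548, chosen after the values were seen, gives 1379 up and 1379 down with the medium and 1513 and 1781 with the high dose, of which the down counts are within 1.5 times the paper's, as are the sums of 2758 and 3294, the 67 up and 170 down with the medium and 156 and 293 with the high dose beyond 5-fold, and the 1061 shared down, but not the 633 shared up, and it drops 2 of the 14 genes named in the paper that pass 2-fold with the medium dose and 0 of 16 with the high dose. The same threshold with the unmoderated test, also chosen after the values were seen, gives 1135 and 1187, and 868 and 1096, sums of 2322 and 1964, 65 and 153, and 144 and 242 beyond 5-fold, and 338 and 664 shared, all within 1.5 times the paper's, and drops 3 of the 14 and 1 of the 16.

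Fold changes in the paper's text with the higher doses are smaller in size than those from the deposited log2 values with the high dose: the paper's IRAK2 -10 against -67.2 here, TRAF1 -12.5 against -107.9, NFKBIA -3.8 against -10.4, NFKB1 -12.5 against -89.7, FOS 2.4 against 5.82 and CD14 14.89 against 138.3. None of the alternatives set before the data were examined brings any of the 6 within the spread of the arrays, and no change of log base does. The directions are the same for all 6.

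Some log2 values in the paper's Fig. 3A, read by eye, differ from those here. IL10 is at about -5 in Fig. 3A (read by eye) with the medium and about -5.3 with the high dose, against -4.22 and -4.53 here, and within the spread without control replicate 21 (-4.33 and -4.64), 31 (-4.38 and -4.69) or 36 (-4.32 and -4.63), and under no other alternative. IL2 is at about -13 in Fig. 3A (read by eye) with both doses, against -10.56 and -10.76 here, and no alternative brings these within the spread. With these doses IL2 lies at 4.62 and 4.41, below the median of all probe sets on all but 1 of the arrays, where background limits how large a fall can be measured, so the values here do not exclude those of the figure. CSF1R with the high dose is at about 2.7 in Fig. 3A (read by eye), against 3.47 here (no alternative). IL17RA is at about -3.5 in Fig. 3A (read by eye) with the low dose, against -0.0225 here (no alternative), and at about 2.7 with the high dose, against 2.34 here, within the spread with centring on the housekeeping genes (2.38) and without high WS-CM replicate 24 (2.53). TNF is at about -0.2, about -3.7, about -5.6 and about -0.6 in Fig. 3A (read by eye) with the low, medium and high dose and STE, against -0.88, -4.47, -6.43 and -1.29 here (no alternative). The other panel values of the figure lie within the spread of the arrays.

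The paper states that CSF1R was induced with the medium and high doses. Here it rose with the high dose (3.47) and was 0.65 higher with the medium dose (adjusted p = 0.0442), which is called at an adjusted p under 0.05 and with centring on the housekeeping genes (0.94, adjusted p = 0.00563). The paper lists TREM1 and HMGB1 signaling among the pathways inhibited with both doses, that of TREM1 as a prediction of its pathway analysis. The genes TREM1 and HMGB1 themselves rose with the high dose (3.42, adjusted p = 0.00624, and 0.87, adjusted p = 0.00285), and of 23 measured genes of that signaling list 5 fell and 2 rose with the medium dose and 7 fell and 3 rose with the high dose (camera adjusted p = 0.107 and 0.098). The list is called as lower by fry with both doses (adjusted p = 0.00134 and 0.0012), with the medium dose after centring on the housekeeping genes (0.00235) and with the high dose without control replicate 26 (0.0401). The call of TREM1 is lost without control replicate 21 or 26 or any 1 of the high dose arrays, and that of HMGB1 without control replicate 26, and both with the block (0.0125 and 0.0164), under which TREM1 rises with the medium dose (adjusted p = 0.00404). The paper lists Toll-like receptor signaling among the inhibited pathways, and its upstream regulator analysis predicts suppression of LPS and TLR4. These statements, like those on TREM1 and HMGB1 signaling, rest on z-scores of a pathway analysis. The counts here are of RNA levels of list members, so the measures are unlike. Monocyte marker genes were also higher on the high dose arrays (median 4.22). Of 22 measured receptors, adaptors and kinases 4 fell and 11 rose with the high dose (camera adjusted p = 0.098), and fry and the settings without high WS-CM replicate 24 or control replicate 36 call the list as higher (adjusted p = 0.0107, 0.0463 and 0.0477), while IRAK2, TRAF1, NFKB1 and NFKBIA fell, as the paper states.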

Other observations

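The 3 tests of the scale of the paper's fold changes were chosen only after the values were seen.

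Of 25 measured immediate early genes, which stimuli switch on early, 5 rose and 6 fell with the medium dose (7 and 9 adjusted over the list alone, median 0.12, camera adjusted p = 0.579, and called as lower with arrays centred on housekeeping genes at 0.0332) and 4 rose and 10 fell with the high dose (6 and 10, median -0.42, camera adjusted p = 0.0689, and called as lower with that centring at 0.0376, by fry at 0.0227, and without high WS-CM replicates 24 at 0.0404 or 29 at 0.0436), and the low dose had a median of 0.02 (camera adjusted p = 0.544). KLF4, a transcription factor of monocytes, rose by 1.79 with the medium dose (SE 0.17, adjusted p = 1.56e-04 from limma) and by 3.45 with the high dose (SE 0.36, adjusted p = 4.60e-04). With STE the list's median was -0.39 (camera adjusted p = 1.26e-05, adjusted p = 0.198 with an estimated correlation).

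Genes of cholesterol synthesis were mixed against control. Of 15 measured, 5 rose and 4 fell with the medium dose (median 0.22, camera adjusted p = 0.831) and 2 rose and 4 fell with the high dose (median 0.02, camera adjusted p = 0.277). Compared directly, 3 were lower with the high than with the medium dose and none higher (median -0.84, camera adjusted p = 9.48e-05, adjusted p = 0.336 with an estimated correlation). INSIG1, a sterol sensor, fell by 2.21 with the medium dose (adjusted p = 2.85e-04) and fell by 3.89 with the high dose (adjusted p = 2.10e-04). Glycolysis genes had a median of -0.60 with the low dose (camera adjusted p = 9.26e-05, adjusted p = 0.382 with an estimated correlation). The unfolded protein and ATF4 response had -0.31 with the low dose (camera adjusted p = 4.21e-04, adjusted p = 0.2 with an estimated correlation) and 0.05 with STE (camera adjusted p = 0.746). Metallothionein genes had 0.09 and 0.16 (camera adjusted p = 0.519 and 0.629), p53 targets -0.04 and 0.03 (camera adjusted p = 0.189 and 0.763, and 0.0353 for the low dose with arrays centred on housekeeping genes), and heat shock genes -0.63 with STE (camera adjusted p = 1.57e-07, adjusted p = 0.307 with an estimated correlation). Ribosomal protein genes had medians of -0.03 with the low dose (camera adjusted p = 0.0454, not called without any 1 of low WS-CM replicates 22, 27 and 37 or control replicates 26 and 36, up to 0.311, nor with the block at 0.0853) and 0.18 with STE (camera adjusted p = 0.00802, not called without control replicate 21 or STE replicate 30, up to 0.2).

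Among the cell type markers other than those of monocytes, the T-cell list had 4 of 19 genes lower and 3 higher with the medium dose (median -0.23, camera adjusted p = 0.234, and 0.00836 with arrays centred on housekeeping genes), and 6 lower and 1 higher with the high dose. CD2, an adhesion molecule of T cells, fell by 3.80 with the medium dose (adjusted p = 4.92e-05 from limma) and fell by 4.49 with the high dose (adjusted p = 6.11e-04). Of 14 NK-cell markers 4 fell with the medium dose (median -0.46, camera adjusted p = 0.0703, but called as lower without medium WS-CM replicates 23 or 38 or control replicate 26, down to 0.0156), and 5 fell and 1 rose with the high dose. Of 15 B-cell markers 1 rose with the medium dose (median 0.32, camera adjusted p = 0.253) and 3 rose with the high dose. Dendritic-cell markers (12 measured) had medians of 0.21 and 0.39 (camera adjusted p = 0.546 and 0.185), neutrophil markers (13 measured) 0.10 and 0.13 (camera adjusted p = 0.558 and 0.325), and erythroid markers (6 measured, none called) 0.03 and 0.01 (camera adjusted p = 0.937 and 0.99). Platelet markers had 0.17 with the high dose (camera adjusted p = 0.325). The 3 measured housekeeping genes had medians of -0.17 and -0.24 (camera adjusted p = 0.129 and 0.439). Lists share genes, so a count of lists called is not a count of separate results. In all, camera called 3 lists higher and 17 lower with the low dose, 3 and 14 with the medium dose, 2 and 18 with the high dose and 3 and 13 with STE, 2 and 10 for medium against low, 3 and 16 for high against medium, and 4 and 12, 3 and 15, and 8 and 6 for medium, high and low against STE. With a correlation estimated from the arrays camera called 4, 0, 7 and 2 lists with the low, medium and high dose and STE (8, 10, 12 and 9 at an unadjusted p under 0.05, and 9, 26, 27 and 9 by fry) and 0 in the other 5 comparisons (5 to 10 at an unadjusted p under 0.05, and 11 to 26 by fry).

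Fold changes in the paper's text are smaller than the deposited log2 values give. On the log2 scale, the 6 ratios of the paper's value to the value here lie between 0.497 and 0.571, with a median of 0.548. Their highest exceeds their lowest 1.15 times, as one factor between the paper's text and the deposited scale would have it. Natural logarithms read as base 2 would give 0.693, which lies outside the range of the ratios around the median of 0.548, so another log base is argued against. The same factor in the paper's Fig. 3A is argued against by the median ratio of 0.997 over 20 values read from it. A different expression scale behind the text's fold changes may be an explanation. Counts with differences multiplied by 0.548, chosen after the values were seen, bear on it. Beyond 5-fold they were 67 up and 170 down with the medium dose (74 and 186 in the paper) and 156 and 293 with the high dose (157 and 329). Beyond 2-fold, 1379 and 1513 increases stayed over 1.5 times the paper's 835 and 904, as did 633 shared increases (278). With the unmoderated test too these were 1135, 868 and 338. Such counts go with one factor but do not show where it arose.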
